# Comprehensive phenotypic analysis of knockout mice deficient in cyclin G1 and cyclin G2

**DOI:** 10.1038/srep39091

**Published:** 2016-12-16

**Authors:** Shouichi Ohno, Jun-ichiro Ikeda, Yoko Naito, Daisuke Okuzaki, Towa Sasakura, Kohshiro Fukushima, Yukihiro Nishikawa, Kaori Ota, Yorika Kato, Mian Wang, Kosuke Torigata, Takashi Kasama, Toshihiro Uchihashi, Daisaku Miura, Norikazu Yabuta, Eiichi Morii, Hiroshi Nojima

## Abstract

Cyclin G1 (CycG1) and Cyclin G2 (CycG2) play similar roles during the DNA damage response (DDR), but their detailed roles remain elusive. To investigate their distinct roles, we generated knockout mice deficient in CycG1 (G1KO) or CycG2 (G2KO), as well as double knockout mice (DKO) deficient in both proteins. All knockouts developed normally and were fertile. Generation of mouse embryonic fibroblasts (MEFs) from these mice revealed that G2KO MEFs, but not G1KO or DKO MEFs, were resistant to DNA damage insults caused by camptothecin and ionizing radiation (IR) and underwent cell cycle arrest. CycG2, but not CycG1, co-localized with γH2AX foci in the nucleus after γ-IR, and γH2AX-mediated DNA repair and dephosphorylation of CHK2 were delayed in G2KO MEFs. H2AX associated with CycG1, CycG2, and protein phosphatase 2A (PP2A), suggesting that γH2AX affects the function of PP2A via direct interaction with its B’γ subunit. Furthermore, expression of CycG2, but not CycG1, was abnormal in various cancer cell lines. Kaplan–Meier curves based on TCGA data disclosed that head and neck cancer patients with reduced CycG2 expression have poorer clinical prognoses. Taken together, our data suggest that reduced CycG2 expression could be useful as a novel prognostic marker of cancer.

Cyclin G1 (CycG1), a member of the cyclin family^1^, recruits protein phosphatase 2A (PP2A) to its targets by interacting with the PP2A_B’γ subunit and regulating PP2A function^2^. Expression of CycG1, which is a transcriptional target of the tumor suppressor p53, is induced during the DNA damage response (DDR)^3^. In turn, CycG1 regulates the stability of p53 protein via dephosphorylation of MDM2, the ubiquitin ligase for p53, at T216 (MDM2-pT216), thus constituting a negative feedback system that attenuates p53 activity^4^,^5^. At the initial stage of DNA damage, CycG1 interacts directly with MDM2 and promotes formation of the ARF/MDM2 complex, but the CycG1–MDM2 complex dissociates from ARF and subsequently captures B’γ^6^. Thus, the main role of CycG1 is to mediate or regulate the function of p53 in the nucleolus^6^,^7^. Although CycG1-deficient (*Ccng1*^−/−^) mice are born and mature normally, they are more sensitive to γ-radiation than wild-type (WT) mice^3^. In some cells, CycG1 exerts positive effects on cell growth: exogenously overexpressed CycG1 promotes cancer cell proliferation^3^,^5^,^8^, whereas antisense-mediated down-regulation of CycG1 inhibits cell growth^9^,^10^,^11^. In other cells, however, CycG1 negatively influences proliferation: in various systems, overexpression of CycG1 can induce G1-phase arrest^7^,^12^, G2/M arrest^13^, or apoptotic cell death^14^,^15^. In cancer patients, overexpression of the CycG1 gene (*CCNG1*) is frequently observed in osteosarcoma^16^, breast and prostate cancer^17^, colorectal cancer^18^, and hepatocellular carcinoma^19^. CycG1 is the target of the liver-specific micro-RNA miR-122^20^,^21^; in human hepatoma cells, alcohol facilitates hepatitis C virus RNA replication by upregulating miR-122 expression and thereby inhibiting production of cyclin G1^22^. Notably, overexpression of CycG1 promotes the epithelial–mesenchymal transition (EMT) and metastasis by enhancing AKT activation, leading to stabilization of SNAIL, a critical mediator of the EMT^23^.

Cyclin G2 (CycG2), a CycG1 homolog^24^, also recruits the PP2A holoenzyme via association with B’γ^25^. CycG2 targets Chk2-pT68 for dephosphorylation^26^ by recruiting the PP2A complex to DNA repair foci, and CycG2-deficient cells exhibit delayed dephosphorylation of Chk2-pT68^27^. CycG2 also cooperates with B’γ to dephosphorylate γH2AX, another DNA repair factor, as demonstrated by the observation that dephosphorylation of γH2AX-pS139 is delayed in CycG2-deficient or siRNA-mediated B’γ knockdown cells^27^. Ectopic expression of CycG2 inhibits cell growth by inducing cell-cycle arrest^25^,^28^,^29^,^30^,^31^. CycG2 expression is regulated by p63, a homolog of p53, which contributes to G2/M arrest during the DDR^32^. CycG2 expression correlates with cell-cycle inhibition and is upregulated in response to diverse growth inhibitory stimuli including hypoxia and endoplasmic reticulum stress; however, it is repressed by mitogenic signals^33^,^34^,^35^. Nodal signaling promotes transcription of the human CycG2 gene (*CCNG2*) by upregulating the forkhead transcription factor FoxO3a^31^,^36^. Moreover, *CCNG2* is a primary target of estrogen receptor in MCF-7 cells^37^. The CycG2 mRNA level is high at G0 phase, declines as cells enter the cell cycle, and increases again from mid-S to early G2 phase^38^. Notably, CycG2 expression is down-regulated in several cancers, including thyroid and oral cancers^29^,^39^. By contrast, upon antibody-mediated inhibition of HER2 signaling, CycG2 is upregulated and translocates to the nucleus^30^. Based on these observations, CycG1 and CycG2 may serve as prognostic biomarkers and therapeutic targets. However, the precise functions of CycG1 and CycG2 in cancer cells are not fully understood.

In this study, we sought to investigate the distinct roles of CycG1 and CycG2 by generating mice deficient in CycG1 (G1KO) or CycG2 (G2KO), as well as double knockout (DKO) mice deficient in both CycG1 and CycG2. We found only one abnormal phenotype in the knockout mice, i.e., reduced incidence of diethylnitrosamine (DEN)-induced hepatocarcinogenesis. G2KO-derived mouse embryonic fibroblasts (MEFs), but not G1KO or DKO MEFs, were resistant to DNA damage caused by camptothecin and ionizing radiation (IR), and underwent G2/M arrest. We discuss the origins of these phenotypes, and propose that reduced CycG2 expression may serve as a novel prognostic marker of cancer.

## Results

### Generation of *Ccng1* ^−/−^ *Ccng2* ^−/−^ DKO mice

To understand the physiological role of CycG1 and CycG2 in more detail, we generated *Ccng1*^−/−^*Ccng2*^−/−^ double knockout (DKO) mice. Previously, we generated *Ccng1*^−/−^ (G1KO) mice by disrupting the second exon of *Ccng1*^3^. For this study, to avoid generation of partial CycG1 mRNA by alternative splicing, we generated another version of the G1KO mouse by removing all protein coding exons of *Ccng1* (Supplementary Fig. S1a). Heterozygous *Ccng1*^+/−^ *Ccng2*^+/−^ mutant mice were obtained by crossing chimeric G1KO mice with *Ccng2*^−/−^ (G2KO) mice^27^, and homozygous DKO mice were obtained by mating these heterozygous mice; the genotypes of these offspring mice were analyzed by RT-PCR of genomic DNA isolated from tail snips (Supplementary Fig. S1b–d). G1KO, G2KO, and DKO mice were all born and matured normally, and exhibited normal fertility. When *Ccng1*^+/−^ (Supplementary Table S1a) or *Ccng2*^+/−^ (Supplementary Table S1b) mice were crossed separately, they generated similar numbers of male/female offspring irrespective of *Ccng1* or *Ccng2* genotype. By contrast, when *Ccng1*^+/−^ *Ccng2*^+/−^ mice were crossed, they generated fewer offspring with the G2KO genotype than the G1KO or WT genotype (Supplementary Table S1c); only 4 of 214 offspring had the DKO genotype. These mice were maintained for up to 30 months and exhibited no evidence of illness or spontaneous carcinogenesis, suggesting that the absence of both *Ccng1* and *Ccng2* does not increase the incidence of diseases, including cancer (Supplementary Table S2).

### G2KO MEFs, but not WT, G1KO, or DKO MEFs, are resistant to DSB insults

Because CycG1 and CycG2 are involved in the DDR, we tested whether loss of CycG1 and CycG2 would result in a distinct response to 20 μM camptothecin (Fig. S2), a chemical carcinogen that generates double-stranded breaks (DSBs), in MEFs derived from the knockout mice (Supplementary Fig. S1e–g). G1KO and WT MEFs that were treated with camptothecin for 72–96 h had lower survival rates than G2KO and DKO MEFs (Fig. 1a). By contrast, G2KO MEFs treated with 20 μM camptothecin for 120 h retained a higher frequency of surviving cells than WT, G1KO, and DKO MEFs; the green arrows in Fig. 1a indicate that more than 80% of G2KO MEFs survived at 72, 96, and 120 h. Moreover, the purple arrows also indicate that nearly 80% of DKO MEFs survived at 72 and 96 h, suggesting that DKO was more resistant to camptothecin than WT and G1KO, but less resistant than G2KO.

We previously showed that CycG2, but not CycG1, co-localizes with γH2AX foci in the nucleus after γ-IR, suggesting that CycG2 is recruited to sites of DNA repair^27^. To determine whether camptothecin treatment would also generate new γH2AX foci, we immunostained MEFs with anti-γH2AX antibody. Foci were observed in WT, G1KO, G2KO, and DKO MEFs treated with 20 μM camptothecin for 2, 5 and 12 h (Fig. 1b). In G2KO MEFs, but not in WT or G1KO MEFs, the foci were detected even at 12 h, suggesting that DNA repair was delayed in G2KO relative to the other two strains (Fig. 1b). Only a few faint γH2AX signals were observed in DKO MEFs, suggesting that either CycG1 or CycG2 is required for generation of γH2AX foci. Western blots also revealed abundant γH2AX in G2KO MEFs even after 270 min of camptothecin treatment, by which time the γH2AX band had almost disappeared in WT MEFs, confirming that γH2AX-mediated DNA repair was delayed in G2KO MEFs (Fig. 1c). These observations suggest that γH2AX expression persists in G2KO MEFs because these cells have a greater burden of DNA damage.

### G2KO MEFs, but not WT, G1KO, or DKO MEFs, enter cell cycle arrest after γ-IR

Next, we examined the cell-cycle progression profiles of these MEFs by flow cytometry. For this purpose, we synchronized the cell cycle by thymidine–aphidicolin double block (TADB) and treated the cells with or without IR using 10 Gy γ-ray (Fig. 2). MEFs not subjected to TADB are shown in column 1 (asynchronous; As). MEFs not subjected to γ-IR treatment at 0 or 24 h after TADB are shown in columns 2 (non-treated; NT) and 7 (24 h after release), respectively. Relative to these controls, WT and G1KO cells exhibited significant increases in the sub-G1 population (an indicator of apoptotic cell death) 48 and 72 h after γ-IR (blue arrowheads in Fig. 2a). By contrast, G2KO and DKO MEFs exhibited no such increase in the sub-G1 population. Bar graph presentation of the data (Fig. S3) confirms these phenotypes. In all cell lines, sensitivity to γ-IR reflected the response to camptothecin treatment (Fig. 1a).

Flow cytometry also revealed that G2KO MEFs underwent a marked cell-cycle arrest following γ-IR (red arrowheads in Fig. 2a), which appears to have occurred in G2/M phase as judged by the increase in the G2/M peak in the histogram of G2KO MEFs (Fig. S3). Given that the cell-cycle profile of G2KO MEFs 24 h after TADB release (column 7) was similar to that of NT, this phenotype was primarily due to γ-IR treatment (column 1). Because it is generally difficult to identify an S phase population by flow cytometry, we immunostained RPA70, a DNA replication regulator whose level changes during the cell cycle, to monitor S phase progression. We found that nuclear RPA70 signals were present in most G2KO MEFs at 24 h after γ-IR; by contrast, no such RPA70 signals were detected in WT MEFs and non-treated MEFs (Fig. 2b). These results suggest that γ-IR caused a delay in S phase in G2KO MEFs, activated a checkpoint machinery resulting in cell cycle arrest in G2/M phase.

The cell cycle arrest phenotype in G2KO MEFs was also observed using two distinct synchronization methods, single thymidine block (Fig. S4a) and double thymidine block (Fig. S4b and c). By contrast, MEFs of the other strains arrested at G1/S in response to TADB (columns 2–7). Notably, DKO exhibited an S-phase delay and an extra peak at 12–72 h following γ-IR (green arrowheads in Fig. 2a), suggesting endoreplication. We plan a detailed study of this phenotype in future work.

Exogenous expression of Myc-CycG2 in G2KO MEFs (G2_Res) partially rescued this G2/M arrest (Fig. 2c); this was reflected by the appearance of G1-phase peaks (green arrows in Fig. 2c). Western blot analysis using anti-Myc and anti-CycG2 antibodies suggested the physiologic level of Myc-CycG2 expression, based on its band intensity (red arrow in Fig. 2d), did not surpass that of endogenous CycG2 (black arrowhead in Fig. 2d), although the Myc-CycG2 band was hidden behind a putative non-specific band (asterisk in Fig. 2d). Growth curves show that G1KO, G2KO, and DKO MEFs grew slower than WT MEFs, whereas G2_Res MEFs grew much faster (Fig. 2e), consistent with successful expression of CycG2, which promotes cell growth in G2_Res MEFs. These results suggest that CycG2 is required for proper progression through G2/M phase of the cell cycle.

Moreover, G2KO mice also tended to have a higher survival rate following γ-IR treatment, as evaluated by log-rank test of Kaplan–Meier survival curves (Supplementary Fig. S5a), although neither Cochran–Mantel–Haenszel (CMH) values (*P* = 0.145) nor Gehan-Breslow-Wilcoxon (GBW) values (*P* = 0.069) were statistically significant. When we performed immunohistochemistry for active caspase-3 in the small intestine, one of the organs most sensitive to IR, we found neither histological differences nor elevated caspase-3 staining in these mice (Supplementary Fig. S5b).

### Western blot analysis of G2KO MEFs after γ-IR

Previously, we showed that the CycG2-B’γ complex promotes dephosphorylation of CHK2-pT68 and that loss of CycG2 delays activation of the damage checkpoint machinery^27^. Consistent with this, in WT MEFs, CHK2-pT68 band intensity peaked at 2 h (lane 2 in Fig. 3a), and then gradually decreased at 4 (lane 3) and 10 h (lane 4) after γ-IR, whereas in G2KO MEFs the band remained strong even 10 h after IR (lanes 5–8 of CHK2-pT68 panel in Fig. 3a). Interestingly, a similar profile was also observed for CHK2-pS33/35, suggesting that the CycG2–B’γ complex promotes dephosphorylation of CHK2-pS33/35 *in vivo*. Notably, CHK2 band intensity was also elevated in G2KO MEFs relative to WT MEFs, suggesting that CHK2 is stabilized and/or upregulated in G2KO MEFs.

The most conspicuous difference between WT and G2KO MEFs was the level of p21, an inhibitor of cyclin dependent kinase (CDK) that regulates cell-cycle progression. The p21 band appeared in G2KO MEFs, but not in WT MEFs, peaking at 2–4 h and then diminishing 10 h after γ-IR (Fig. 3b). Because p21 inhibits cell-cycle progression, this observation suggests that an elevated p21 protein level plays a role in the G2/M arrest of G2KO MEFs after γ-IR. Moreover, the protein level of Kip1, another CDK inhibitor, is also elevated in G2KO MEFs relative to WT MEFs, although dephosphorylation of Kip1 was not altered (dotted arrow in Fig. 3b). Given that p21 inhibits cell-cycle progression, the increase in the p21 level may also play a role in G2/M arrest of G2KO MEF after γ-IR. These results suggest that loss of CycG2 results in abnormal processing of DNA damage regulators.

The reduced response to p21 and KIP1 induction after γ-IR in WT MEFs was not due to a lack of p53 because the p53 level was constitutively high in WT MEFs, in contrast to G2KO MEFs where p53 was induced sharply at 2 h after γ-IR than G2KO MEFs (Fig. 3b). Moreover, the level of MDM2, an E3 ubiquitin ligase involved in the degradation of p53 by the proteasome, was similar between WT and G2KO MEFs (Fig. 3b). Because the MDM2 gene is a transcriptional target of p53, the p53-MDM2 axis may be normal in these MEFs. Nonetheless, only G2KO MEFs showed an extra band when probed with an anti-MDM2-pS166 antibody, suggesting that the regulation of MDM2-pS166 may be abnormal in G2KO MEFs (arrowhead in Fig. 3b). Considering the role of CycG1-B’γ complex as a regulator of MDM2-pT216 dephosphorylation^5^, our results suggest that CycG2-B’γ complex may also have a role in the dephosphorylation of MDM2-pT166. Further studies will be required to uncover the details of the mechanisms involved.

### G2/M arrest is caused by inhibition of CycG2 function

We next investigated whether G2/M arrest of G2KO MEFs after 10 Gy γ-IR would also occur when CycG2 function was inhibited. Previously, we showed that the ELAS2 peptide inhibits CycG2 function by blocking formation of the CycG2-B’γ complex^40^. Indeed, flow cytometry showed that the ratio between the G2/M peak (black arrow) and G1 peak (white arrow) was higher in Myc-ELAS2–expressing U2OS cells than in Myc-vector–expressing cells (Fig. 3c). Expression of Myc-ELAS2 and Myc-vector were induced by addition of doxycycline (Dox) into the medium. This G2/M arrest was not observed after 1 or 5 Gy γ-IR (Fig. 3c), suggesting that a minimum level of DSBs (induced by 10 Gy γ-IR) is required for G2/M arrest. In a western blot analysis, the band intensity for CHK2-pT68 peaked at 1 h after γ-IR and gradually decreased afterwards in Myc-vector–expressing cells, whereas in Myc-ELAS2–expressing cells, the band intensity remained strong up to 120 h after γ-IR (Fig. 3d). By contrast, band intensities for p53, MDM2, CHK2 and CHK2-pS33/35 did not differ significantly between Myc-vector– and Myc-ELAS2–expressing cells, suggesting that these proteins play a minimal role in G2/M arrest in this context. Moreover, the p21 protein increased in both cell types, peaking at 24 h and 72–96 h after γ-IR in Myc-vector– and Myc-ELAS2–expressing cells, respectively (Fig. 3d). Because the p21 level also increased after γ-IR in Myc-vector–expressing cells that did not undergo G2/M arrest, this result indicates that elevation of the p21 level is not directly involved in this arrest. We observed no apparent difference in KIP1 band intensity. These results suggest that G2/M arrest in cells deficient in CycG2 is mediated by damage checkpoint machinery induced by persistent phosphorylation of CHK2 at T68.

### CycG2 is required for formation of the complex between H2AX and PP2A C after γ-IR

The results described above suggest that H2AX affects the function of the PP2A complex via direct interaction with its B’γ subunit. In western blots of extracts from 6Myc-H2AX–expressing WT MEFs, we observed no band corresponding to the catalytic subunit of PP2A (PP2A C) in the absence of γ-IR (lane 6 of Fig. 4a-i). By contrast, 2 h (red arrow) after 10 Gy γ-IR, immunoprecipitated complex from 6Myc-H2AX–expressing WT MEFs cells had a PP2A C band (lane 13 in Fig. 4a-ii). Notably, this band almost disappeared in 6Myc-H2AX–expressing G2KO MEFs (lane 15 in Fig. 4a-ii), suggesting that CycG2 is required for formation of a complex between H2AX and PP2A C following γ-IR. The band intensities of immunoprecipitates obtained using anti-PP2A C and anti-Myc antibodies were weakened 4 h after γ-IR in both 6Myc-H2AX expressing WT (lane 14) and G2KO (lane 16) MEFs, suggesting that these immune complexes were unstable.

Next, we performed western blot analysis of human embryonic kidney cells harboring large T antigen (HEK-293T) in order to examine the association of CycG1 or CycG2 with H2AX (Fig. 4b). We found that HEK-293T cells expressing 6Myc-H2AX and 3FLAG-tagged CycG1 or CycG2 had a CycG1 band (blue arrowhead; lane 6) or CycG2 band (dotted arrow; lane 14) only in the bead fraction (B; IP products). The intensities of the bands for both CycG1 (lane 5) and CycG2 (lane 13) were stronger than those in pre-cleared lysate (L), suggesting that CycG1 and CycG2 associate with H2AX *in vivo* (Fig. 4b). Notably, the 6Myc-H2AX band almost disappeared 4 h after 10 Gy γ-IR (white arrow, lane 16 in Fig. 4b), decreasing to the background (L) level (dotted arrow, lane 16 in Fig. 4b), suggesting that H2AX was released from CycG2 after DNA repair was completed. By contrast, no such alteration occurred for CycG1, suggesting that the CycG2–H2AX interaction is involved in H2AX-mediated repair of DNA damage other than that induced by γ-IR.

We also investigated whether camptothecin (5 μM) treatment would also influence the complex formation between H2AX and PP2A C. After treatment of WT MEFs with camptothecin or 10 Gy γ-IR (tilted blue arrows in lanes 6 and 9 in Fig. 4c), H2AX immunoprecipitates contained a PP2A C band, but no such band was detected in G2KO MEFs (tilted gray arrows in lanes 15 and 18 in Fig. 4c). Taken together, these results suggest that CycG2 is required for the interaction between H2AX and PP2A C after camptothecin treatment or 10 Gy γ-IR, as illustrated in Fig. 4d.

### Cyclin G1 and Cyclin G2 in cancer patients

Next, to determine whether expression levels of CycG1 and CycG2 are abnormal in cancer, we performed western blot analysis in cancer cell lines. To identify the authentic band for CycG1, we expressed CycG1 protein in a transcription/translation (TNT) system, resulting in two bands near the predicted size of CycG1 (lane 13, white arrows in Fig. 5a). The CycG1 level was almost identical in cancer cell lines (lanes 2–12) and the normal fibroblast strain TIG-1 (lane 1). One exception was the upper band in HepG2 cells (lane 3), in which CycG1 mediates suppression of p53 by Notch3 and modulates the Notch signaling^43^.

By contrast, in some cancer cells, at least two CycG2 bands were detected, and the intensity of the upper band at the predicted size for CycG2 (black arrow) was elevated (lanes 4, 7, 8, 10, and 11 of Fig. 5b) relative to TIG-1 (lane 1). siRNA-mediated knockdown of CycG2 abolished this band in TIG-1 cells (lane 13 in Fig. 5b). The lower band (arrowhead) may not correspond to the CycG2 band because it is smaller than intact CycG2 and siCycG2-mediated knockdown was incomplete. It remains unknown whether the middle bands (dotted arrow) detected in U2OS and LNCaP cells (lanes 2 and 9) represents the CycG2 band. These results suggest that CycG2 expression is abnormal in many cancer cells.

To determine whether the aforementioned abnormal phenotypes in mice and MEFs are reflected in human cancer patients, we visualized relative expression levels of these genes in 8,415 RNA-seq datasets from The Cancer Genome Atlas (TCGA) data portal (https://tcga-data.nci.nih.gov/tcga/). The expression level of CycG1 (*CCNG1*) was reduced in bladder cancer, head and neck cancer, and sarcoma relative to normal solid tissue (Supplementary Fig. S9a), whereas CycG2 (*CCNG2*) expression was reduced in colon cancer, head and neck cancer, and rectal cancer (Supplementary Fig. S9b). Because both *CCNG1* and *CCNG2* were dysregulated in head and neck cancer, we generated Kaplan–Meier curves and estimated the effect of *CCNG1*/*CCNG2* expression status on survival. Little difference was observed with respect to CycG1 (*CCNG1*) expression (Fig. 5c). However, patients with lower-than-median *CCNG2* expression showed a tendency toward poorer clinical prognoses than patients with higher-than-median expression (n = 466), although the difference was not statistically significant (*p* = 0.116) (Fig. 5d). These results suggest that reduced expression of CycG2 is probably associated with cancer pathogenesis.

## Discussion

In this study, we generated G1KO, G1KO, and DKO mice (Supplementary Fig. S1), which were grossly normal and fertile (Supplementary Tables S1 and S2). G2KO MEFs, but not G1KO and DKO MEFs, were resistant to DNA-damaging insults such as camptothecin (Fig. 1a) and γ-IR (Fig. 2 and Supplementary Fig. S4). This is probably because CycG2, but not CycG1, co-localized with γH2AX foci in the nucleus after γ-IR. Indeed, camptothecin treatment generated nuclear foci after IR treatment (Fig. 1b), and γH2AX-mediated DNA repair was delayed in G2KO MEFs relative to WT MEFs (Fig. 1c). Flow cytometry revealed that G2KO MEFs, but not G1KO, DKO or WT MEFs, arrested at G2/M phase of the cell cycle after γ-IR (Fig. 2a and Supplementary Fig. S3). Immunostaining also unveiled that γ-IR caused a delay in S phase in G2KO MEFs after γ-IR, but not in WT MEFs (Fig. 2b), suggesting that S phase delay activated a cell cycle checkpoint, leading to G2/M arrest in G2KO MEFs. Exogenously overexpressed CycG2 rescued this cell cycle arrest, suggesting an essential role for CycG2 in this event (Fig. 2b). Because dephosphorylation of CHK2-pT68 is mediated by the CycG2–B’γ complex, CHK2-pT68 is also likely to have triggered, at least partially, the G2/M arrest of G2KO MEFs^27^. Indeed, CHK2-pT68 band intensity was retained after IR (Fig. 3a). Moreover, G2/M arrest due to inhibition of CycG2–B’γ complex formation also increased the CHK2-pT68 level (Fig. 4). We also found that dephosphorylation of CHK2-pS33/35 and ATM-pS1981 was perturbed only in G2KO MEFs, suggesting that the CycG2–B’γ complex also regulates dephosphorylation of these sites (Fig. 3a). Interestingly, H2AX associated with CycG1, CycG2, and PP2A (Fig. 4), suggesting that γH2AX affects the function of the PP2A complex via direct interaction with its B’γ subunit.

Western analysis revealed that CycG1 expression was almost normal (Fig. 5a), whereas CycG2 expression was abnormal, in various cancer cell lines (Fig. 5b). Kaplan–Meier curves based on TCGA data revealed that head and neck cancer patients with reduced CycG2 (*CCNG2*) expression had poor clinical prognoses (Fig. 5d). We previously showed that drug sensitivity of pancreatic cancer cells is correlated with expression of miR-1246, which targets *CCNG2* mRNA and decreases CycG2 protein levels^41^. Moreover, elevated expression of miR-1246 was correlated with poor prognosis and reduced CycG2 expression. Indeed, the Kaplan–Meier curve for overall survival revealed that reduced expression of CycG2, as determined by IHC, was a consistent indicator of poor prognosis in pancreatic cancer patients^42^. Taken together, these findings suggest that CycG2-deficient tumors have poor prognosis because they are more likely to be resistant to radiotherapy and cytotoxic agents, and consequently to tolerate higher levels of DNA damage. Our findings suggest that low expression of CycG2 may serve as a novel, independent prognostic marker.

## Materials and Methods

All methods were performed in accordance with the relevant guidelines and regulations. Further information can be found in Supplementary information.

### Generation of G1KO, G2KO, and DKO mice

The *Ccng1* gene was targeted by replacing all six exons containing the open reading frame with a PGK-neomycin cassette (*PGK*-*neo*) as a positive selection marker (Supplementary Fig. S1). The targeting construct was generated by cloning the 5′ short arm (*Xba*I–*Sma*I fragment) and the 3′ long arm (*Xba*I–*Xho*I fragment) into a targeting vector, which was injected into ES cells by electroporation. Targeted ES cell clones identified by Southern blot analysis and PCR were microinjected into C57BL/6 blastocysts. Chimeric mice generated by re-implanting the blastocysts into pseudopregnant females were mated with C57BL/6 mice. *Ccng1*^−/−^*Ccng2*^−/−^ DKO mice were generated by mating *Ccng1*^−/−^ single knockout mice with *Ccng2*^−/−^ single knockout mice^27^. Heterozygous offspring were intercrossed to generate homozygous embryos. Gene disruption was confirmed by PCR on genomic DNA from tail snips. Experiments were supported by UNITECH Co., Ltd (Chiba, Japan). Generation of *Ccng2* knockout mice was performed as described previously^27^.

## Ethical permission

All animal experiments were performed with the approval of the Animal Experiments Committee of Osaka University (permission number: BikenA-H24-16-0 and BikenA-H24-17-0).

### Generation of MEFs

MEFs were prepared from embryos of each knockout mouse and maintained in growth medium as described previously^27^. Briefly, mouse embryos were removed from the uterus at embryonic day 12.5–14.5, and a section of the embryo was used for genotyping. Primary MEFs were obtained as described previously^43^. The seeding of trypsinized MEFs onto a 60 mm dish was defined as passage 0, and the first re-plating onto a 100 mm dish was defined as passage 1. MEFs were cultured at 37 °C in 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma-Aldrich, Tokyo, Japan) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (HyClone, SV30014.03), 100 U/mL penicillin G, 100 mg/mL streptomycin sulfate (Nacalai Tesque, Kyoto, Japan), and 50 mM 2-mercaptoethanol (GIBCO). Genotyping and gene expression were performed by genomic PCR and RT-PCR, respectively.

### Antibodies

Antibodies raised against the following proteins were purchased from the indicated commercial sources. Monoclonal antibodies: FLAG, α-tubulin, and CHK2 (Sigma-Aldrich); GAPDH (Fitzgerald Industries International); γH2AX (Millipore); Myc (PL14, MBL); PLK-pT210 (Cell Signaling); p21 and Kip1 (BD Biosciences). Polyclonal antibodies: ATM (Abcam); (BD Biosciences); ATM-pS1981 (Rockland Immunochemicals); CDC2 (Santa Cruz Biotechnology); CycG1 (UBI); CycG2 (custom antibody generated by MBL); H2AX and POLK (ab11175, Abcam); CHK2-pT68, PLK-pT210, PP2A_C, and SOX2 (Cell Signaling); WT1, HOXA2, HOXB4, HOXB7, and HOXB9 (Biorbyt).

### DNA microarray analysis

The microarray data have been deposited in the Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo) database (accession number GSE79618).

## Additional Information

**How to cite this article**: Ohno, S. *et al*. Comprehensive phenotypic analysis of knockout mice deficient in cyclin G1 and cyclin G2. *Sci. Rep.* **6**, 39091; doi: 10.1038/srep39091 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Data

## Figures and Tables

**Figure 1:**
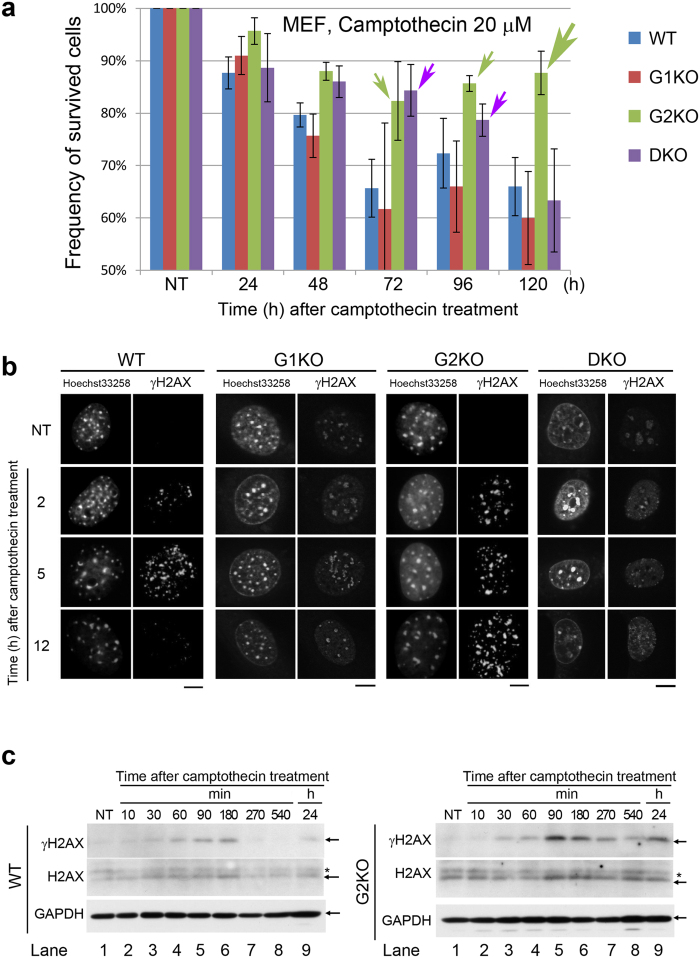
G2KO MEFs, but not WT, G1KO, or DKO MEFs, are resistant to camptothecin. (**a**) Bar graphs represent survival rate for WT, G1KO, G2KO, and DKO MEFs treated for the indicated times (h) with 20 μM camptothecin. Green arrows indicate that more than 80% of G2KO MEFs survived at 72, 96, and 120 h. Purple arrows indicate that nearly 80% of DKO MEFs survived at 72 and 96 h. NT, non-treated. (**b**) Typical images of WT, G1KO, G2KO and DKO MEFs treated for the indicated times (h) with 20 μM camptothecin, and then stained with Hoechst 33258 (DNA) and anti-γH2AX antibody (H2AX- pS139). Bar, 10 μm. (**c**) Western blot to detect H2AX, γH2AX, and GAPDH (loading control) in WT and G2KO MEFs treated for the indicated times (h) with 20 μM camptothecin. Arrows indicate H2AX and γH2AX bands. Asterisks denote non-specific bands.

**Figure 2:**
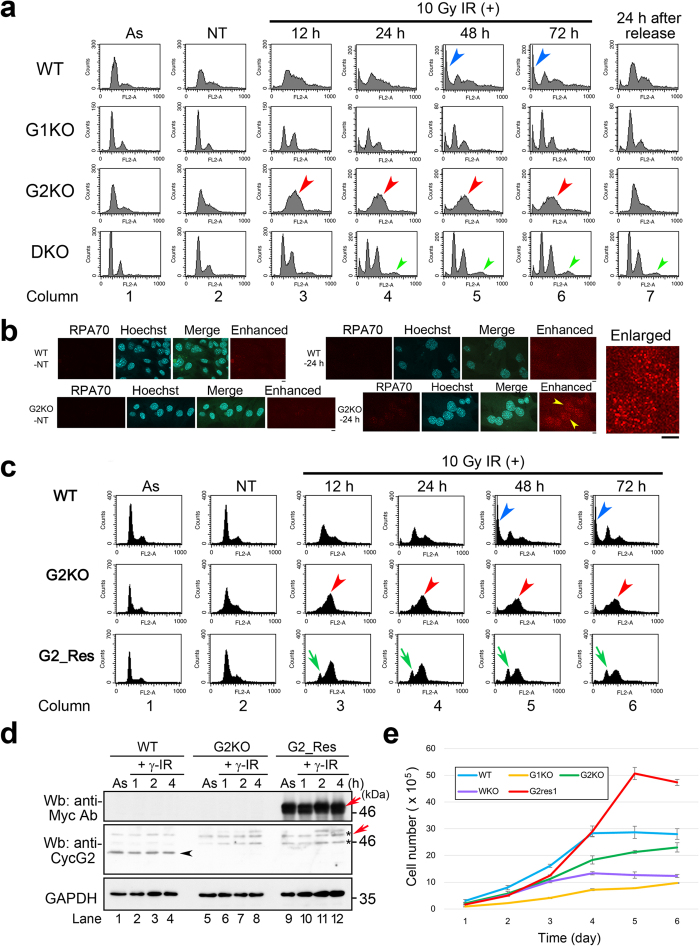
G2KO MEFs, but not G1KO or DKO MEFs, arrest at S-G2/M phase after 10 Gy γ-radiation. (**a**) Flow cytometry analysis of WT, G1KO, G2KO and DKO MEFs that were collected after thymidine–aphidicolin double block and treated with 10 Gy γ-IR for the indicated times (h); cells were stained with propidium iodide (PI), and cell-cycle profiles were determined by flow cytometry. The profiles of these MEFs 24 h after release from the double thymidine block without γ-IR are also shown in the rightmost columns. Red or green arrowheads indicate the delayed G2/M phase peak or extra peak putatively derived from endoreplication, respectively. As, asynchronous growth. NT, non-treated. (**b**) Typical IF images of WT and G2KO MEFs, immunostained with an anti-RPA70 antibody at 24 h after treatment with and without (NT) 10 Gy γ-IR treatment. Hoechst33258 was used to stain the nuclear DNA. “Enhanced” means the contrast-enhanced image for RPA70-immunostaining. The rightmost panel shows enlarged images of nuclear RPA70 dots in cells indicated by yellow arrowheads. (**c**) Flow cytometry analysis of WT MEFs, G2KO MEFs, and G2KO MEFs expressing Myc-CycG2 (G2_Res). Blue arrowheads (WT), red arrowheads (G2KO), and green arrows (G2_Res) indicate Sub-G1, G2/M and G1 phase peaks, respectively. (**d**) Western blot analysis using anti-Myc and anti-CycG2 antibodies suggested the physiological level of Myc-CycG2 expression (red arrows) did not surpass that of endogenous CycG2 (black arrowhead). Asterisk indicated a putative non-specific band. (**e**) Growth curves show that G1KO, G2KO and DKO MEFs grew slower than WT MRFs, whereas G2_Res MEFs grew much faster than WT MEFs.

**Figure 3:**
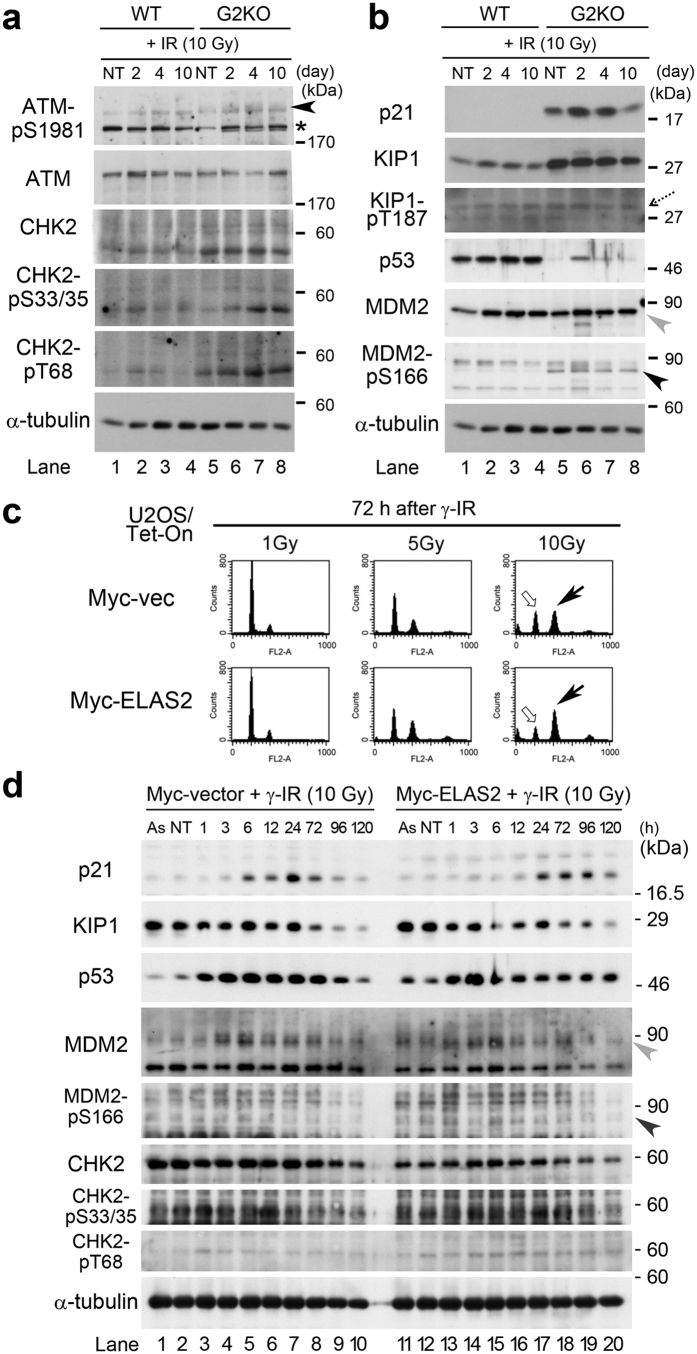
Western blot analysis on WT and G2KO MEFs after 10 Gy γ-radiation. (**a,b**) WT and G2KO MEFs in their logarithmic growth phase were irradiated by γ-IR (10 Gy). The cell extracts were collected at the indicted times and subjected to western blot analysis with (**a**) anti-ATM-pS1981, anti-ATM, anti-CHK2, anti-CHK2-pS33/55, or anti-CHK2-pT68, and (**b**) anti-p21, anti-p27 (KIP1), anti-KIP1-pT187, anti-p53, anti-MDM2 or anti-MDM2-p5166 antibody. α-tubulin was detected as a loading control. (**a**) Arrowhead, and (**b**) dotted arrow, grey arrowhead, and tilted black arrowhead indicate bands representing ATM-pS1981, KIP1-pT187, MDM2 and MDM2-p5166, respectively. Asterisks denote non-specific bands. NT, non-treated. (**c**) Flow cytometry analysis showing that exogenous expression of ELAS2 in U2OS cells induces G2/M arrest after γ-IR treatment. U2OS/Tet-On cells stably expressing Myc-ELAS2 or vector alone (Myc-vec) were treated with 10 Gy γ-IR for the indicated times (h) in the presence of doxycycline (Dox). Cells were stained with propidium iodide (PI), and cell-cycle profiles were determined by flow cytometry. Percentages indicate the sub-G1 population. (**d**) Western blot to detect p21, KIP1, p53, MDM2, MDM2-p5166, CHK2, CHK2-pS33/3, CHK2-pT68, and α-tubulin (loading control) in U2OS/Tet-On cells stably expressing Myc-ELAS2 or vector alone (Myc-vec) that were treated with 10 Gy γ-IR for the indicated times (h). As, asynchronous growth. NT, non-treated.

**Figure 4:**
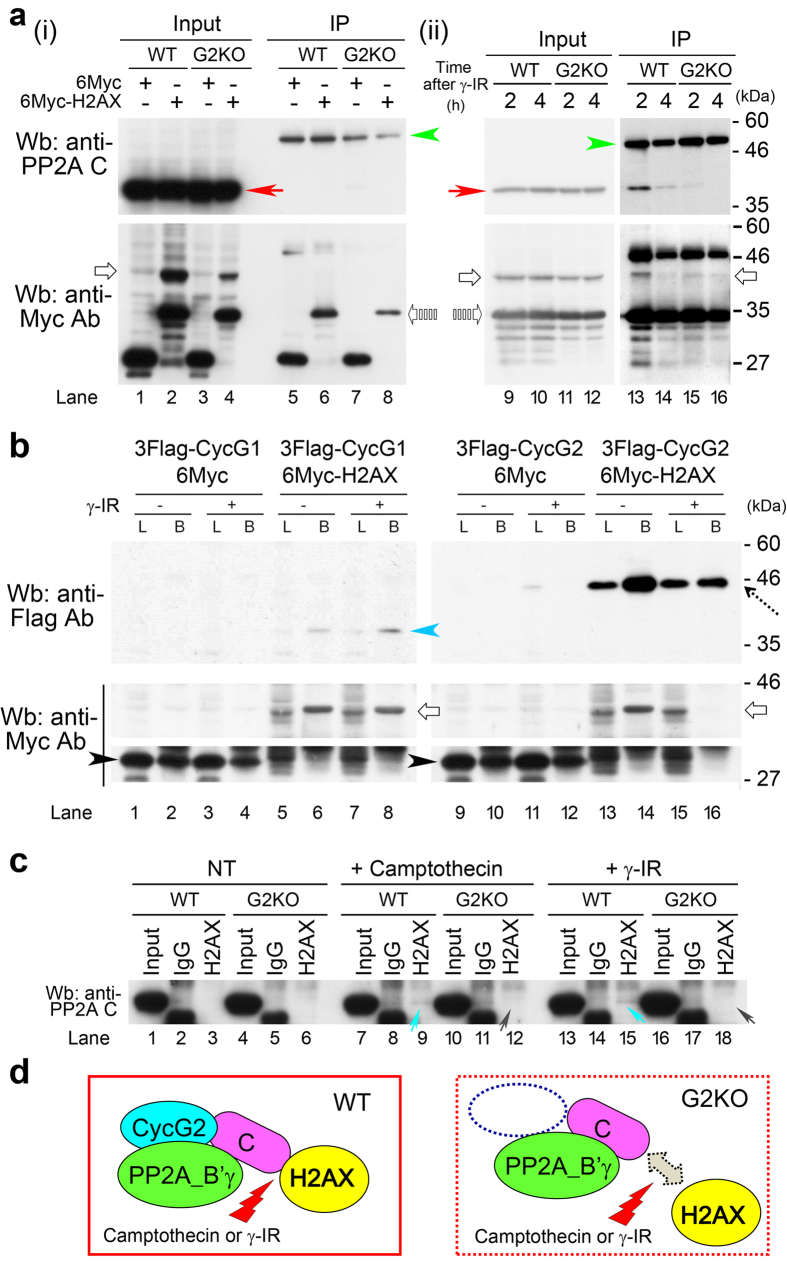
H2AX associates with CycG1, CycG2, and PP2A *in vivo*. (**a**) Western blot analyses were performed on extracts from WT or G2KO MEFs expressing 6Myc-vector or 6Myc-H2AX in the absence (i) or presence (ii) of γ-IR treatment. Cell extracts (input) or immunoprecipitated cell extracts (IP) were analyzed using anti-PP2A C subunit or anti-Myc antibody. Red arrows, white arrows, dotted white arrows, or green arrowheads indicate a band for PP2A C subunit, 6Myc-H2AX, a putative truncated form of 6Myc-H2AX, or immunoglobulin heavy chain proteins, respectively. (**b**) Western blot analyses were performed on extracts from HEK-293T cells expressing 3FLAG-CycG1+6Myc vector, 3FLAG-CycG1+6Myc-H2AX, 3FLAG-CycG2+6Myc vector, or 3FLAG-CycG2+6Myc-H2AX, respectively, in the absence (−) or presence (+) of γ-IR treatment. Blue arrowhead, white arrows, dotted arrow or black arrowheads indicate bands for CycG1, 6Myc-H2AX, CycG2 and 6Myc proteins, respectively. L: pre-cleared lysate. B: IP products in beads. (**c**) Western blot analyses performed on immunoprecipitates of extracts from HEK-293T cells expressing 6Myc-H2AX to determine whether camptothecin and/or γ-IR treatment influences the association between 6Myc-H2AX and PP2A C. Precipitation by IgG was used as a negative control. Turquoise arrows indicate bands for the putative complex between 6Myc-H2AX and PP2A C (lanes 9 and 15); gray arrows indicate that no such band was detected in lanes 12 and 18. (**d**) Schematic illustrations showing that the complex between 6Myc-H2AX and PP2A C that forms in WT MEFs (left) after camptothecin or γ-IR treatment does not form in the absence of CycG2 (right, G2KO MEFs).

**Figure 5:**
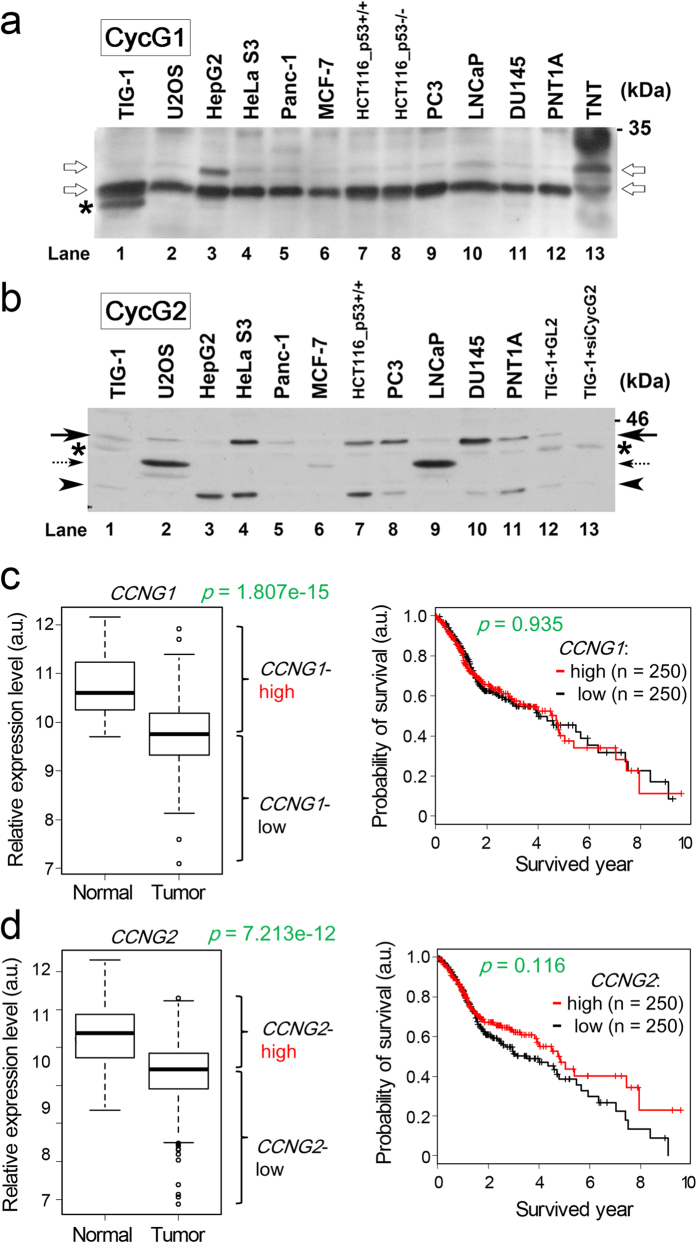
CycG1 and CycG2 expression levels in cancer cell lines and cancer patients. (**a,b**) Western blot analysis of the indicated cell lines using anti-CycG1 (**a**) or anti-CycG2 (**b**) antibodies. The CycG1 band was recognized by the TNT product (white arrows). The CycG2 band was identified by the disappearance of a band (black arrows) following siCycG2-mediated knockdown (lane 13). Arrowhead indicates a band whose intensity was weakened but not abolished by siCycG2-mediated knockdown. Asterisks denote putative non-specific bands. (**c**) Box-and-whisker plots of CycG1 (*CCNG1*) mRNA expression in normal and tumor regions of head and neck cancer patients (i), and Kaplan–Meier survival curves for survival (days) depicted based on TCGA data for *CCNG1* (ii). (**d**) Box-and-whisker plots of CycG2 (*CCNG2*) mRNA expression in normal and tumor regions of head and neck cancer patients (i), and Kaplan–Meier survival curves for survival (days) depicted based on TCGA data for *CCNG2* (ii). Statistical significance of differences between normal and tumor regions was evaluated by Wilcoxon rank-sum test.

# Supplementary material for: Comprehensive phenotypic analysis of knockout mice deficient in cyclin G1 and cyclin G2
**Source:** Sci Rep. 2016 Dec 16;6:39091. doi: 10.1038/srep39091
**Supplement:** Supplementary Data

# **Comprehensive phenotypic analysis of knockout mice deficient in cyclin G1 and cyclin G2**

**Shouichi Ohno, Jun-ichiro Ikeda, Yoko Naito, Daisuke Okuzaki, Towa Sasakura,  
Kohshiro Fukushima, Yukihiro Nishikawa, Kaori Ota, Yorika Kato, Mian Wang,  
Kosuke Torigata, Takashi Kasama, Toshihiro Uchihashi, Daisaku Miura, Norikazu  
Yabuta, Eiichi Morii, and Hiroshi Nojima**

## **Supplemental Results**

**Loss of CycG1 and CycG2 safeguards against diethylnitrosamine (DEN)-induced hepatocarcinogenesis.** The results above suggested that G2KO mice tend to develop resistance to DSB-related carcinogens. To explore if G2KO mice can become resistant to other carcinogens, we examined DEN-induced hepatocarcinogenesis in G2KO mice, because G1KO mice were previously reported to be resistant to DEN<sup>5</sup>. To examine whether G2KO and DKO mice are also resistant to DEN, we induced liver tumors with a single DEN injection in 14-day-old mice, and determined the presence of hepatic tumors 36 weeks after the DEN treatment. We found that the number and size of tumors and liver weight were conspicuously reduced, to similar extents, in all three mutants at the 36 week time point, when all WT animals had developed large liver tumors (Supplementary Fig. S6a, S6b). This was probably due to the absence of large tumors in these mutant mice because the frequency of tumors larger than 2.5 mm was reduced in G1KO, G2KO, and DKO mice (Supplementary Fig. S6c) at levels corresponding to liver weight (Supplementary Fig. S6b). The similarly low levels of carcinogenesis among these three genotypes suggest that both CycG1 and CycG2 are resistant to DEN by acting in the same signaling pathway leading to DEN-induced hepatocarcinogenesis.

Histological analysis revealed nodular lesions of varied sizes in almost normal background liver (Supplementary Fig. S7). Tumor cells exhibited a trabecular architecture resembling the normal sinusoids of the liver, and hepatic cells had central round nuclei and eosinophilic cytoplasm. Steatosis was detected in several regions. These findings indicated that the tumors were well to moderately differentiated hepatocellular carcinoma (HCC). Histologically, there was little difference among the four genotypes of mice. Active caspase-3 was barely detectable by immunohistochemistry in DEN-induced HCC tissues of all genotypes. Since decreased tumor susceptibility to DEN-induced hepatocarcinogenesis in G1KO mice is attributed to a negative feedback system constituted by cyclin G1 and

MDM2-pT2166, we suggest that reduced susceptibility of G2KO mice to tumorigenesis could also be due to changes in this system (Fig. 3b). Because the molecular mechanism that regulates the DEN-induced hepatocarcinogenesis is very complex, we will refrain from proposing a hypothesis to explain these observations at this time. Data obtained by DNA microarray analysis of G1KO, G2KO, and DKO MEFs (see Supplementary Fig. S8) may suggest a direction of our forthcoming research. Future experiments in our group will focus on the involvement of CycG1 and/or CycG2 in this phenomenon.

**DNA microarray analysis of G1KO, G2KO, and DKO MEFs.** To determine whether the aforementioned phenotypes are correlated with the expression levels of any specific genes, we performed DNA microarray analysis on G1KO, G2KO, and DKO MEFs. Samples for RNA purification were obtained during logarithmic growth phase. 

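Total RNA from 4 MEF preparations was labelled with Cy3 and hybridised to Agilent Whole Mouse Genome arrays, with 1 array per preparation and all 4 arrays on 1 slide. The sample labels name these arrays G2KO, WT of the G2KO comparison, DKO and WT of the DKO comparison; G1KO MEFs were not analysed here. They describe single-color arrays for G2KO MEFs as well as for DKO MEFs, whereas the Supplemental Materials and methods describe dye-swapped experiments for WT, G1KO and G2KO MEFs. The authors' values are signal intensities from Agilent's Feature Extraction software, corrected for background and spatial trends within each array and not scaled between arrays. From these, the log2 signal of each probe was set relative to the 75th percentile of its array, after spots marked as outliers were left out and spots of the same probe were averaged. A probe was compared when its signal was well above background on at least 1 of the 2 arrays. Where the other array was dim, the ratio was taken against the lowest signal well above background on that array, or against the probe's own signal if that was higher, and is given as a lower limit (at least). A probe was left out where such a ratio would have made the dim array the higher one. Of 39429 probes, 39397 had a value on all 4 arrays. Between 25600 of the latter (64.98%) on the WT array of the DKO comparison and 28450 (72.21%) on the DKO array were well above background. The median SD between spots of the same probe lay between 0.0581 and 0.0929 on the log2 scale. Each knockout has 1 array and each comparison 1 WT array, so no ratio has a replicate check, no statement rests on a test between genotypes, and the number of arrays limits the precision of every ratio.

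The genes targeted in the mice were read first. Ccng1 (chromosome 11 of mm9, probe at 40562427 to 40562486) had a signal 1.66 times the 75th percentile on the WT array of the DKO comparison and was not well above background on the DKO array, where it was at least 228-fold lower. On the array labelled G2KO its signal was 1.98 times the 75th percentile, and on the array labelled WT of that comparison 9.45 times. Ccng2 (chromosome 5, probe at 93705131 to 93705190) was well above background on all 4 arrays, at 0.091 times the 75th percentile on the array labelled G2KO and 0.104 times on its WT, and at 0.0619 times on the DKO array and 0.0806 times on its WT. The log2 ratios of Ccng2, -0.19 for the array labelled G2KO and -0.38 for DKO, lay within the spread between the arrays labelled WT, so its probe did not separate knockout from WT arrays. Of the genes of Supplementary Table S3 found on the array, 27 of 28 in DKO changed in the listed direction, but 0 of 30 in G2KO did, and all 30 differed at least 4-fold in the opposite direction. The arrays of that comparison are therefore called the array labelled G2KO and the array labelled WT, and every direction drawn from them rests on those labels.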

Scatter plots (Supplementary Fig. S8a) and fold-change comparisons (Supplementary Table S3) indicated that mRNA levels of some genes were up- or down-regulated in all three strains of mutant MEFs. 

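Between the array labelled G2KO and the array labelled WT, 1555 of 28273 probes (5.5%) differed at least 4-fold, 1013 of them higher and 542 lower on the array labelled G2KO. Between DKO MEFs and their WT, 2246 of 28378 probes (7.91%) differed at least 4-fold, with 1115 higher and 1131 lower in DKO MEFs. For 642 and 871 of these probes, respectively, only a lower limit of the ratio was measured. The WT arrays of both comparisons differed from each other at 1981 of 27466 probes (7.21%), which is more than for the array labelled G2KO and less than for DKO MEFs. A 2-fold threshold moved these counts most, to 4769, 5769 and 5954. Among the 10 probes with the largest ratios or lower limits in the comparison labelled G2KO, those measured on both arrays included Cdkn2a (chromosome 4, 88920405 to 88920464), with a log2 ratio of 10.60, Ctsz with 9.92 and En2 with -9.15. The listed probes of Pdpn, Cxcl5, Srpx2, Efemp1, Cdkn2b and Aspn were not well above background on the array labelled WT. A brighter Srpx2 probe was measured on both arrays. Its signal was 0.894 times the 75th percentile on the array labelled WT, with a log2 ratio of 4.78. In DKO MEFs, Ptgis (chromosome 2, 167028696 to 167028755) had a measured log2 ratio of 11.42, Kctd15 of -9.78, and a probe that the files name only by a transcript identifier of -9.88. Krt18, Upk1b and Wt1 were dim on the WT array, and Cdh13, Crabp1, Aqp1 and Aspn were dim on the DKO array.

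**Figure D1:**
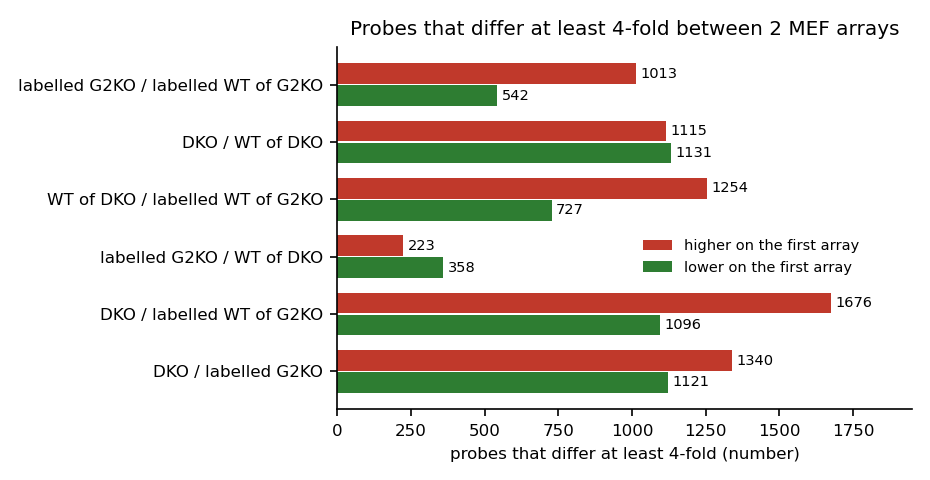
Number of probes (x axis) that differ at least 4-fold between 2 MEF arrays, for each pair of the 4 arrays (y axis), split into probes higher (red) and lower (green) on the array named first. The array labelled G2KO and the WT array of the DKO comparison differ least, with 223 probes higher and 358 lower.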

Notably, the fold-change values (Supplementary Table S3) were much larger in DKO MEFs than in G1KO or G2KO MEFs, suggesting that loss of CycG1 and CycG2 caused uncontrolled expression of genes mutually regulated by both proteins, and further suggest that the functions of CycG1 and CycG2 overlap and complement each other. Moreover, these findings suggest that the genes up- or down-regulated in the DKO MEFs are actually controlled by CycG1 and/or CycG2.

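Over the 24197 probes well above background on all 4 arrays, the SD of log2 ratios was 0.859 between the array labelled G2KO and the array labelled WT, 1.017 between DKO MEFs and their WT, and 1.005 between the WT arrays of both comparisons. Over all probes compared in each pair of arrays, which differ between the pairs and include lower limits, changes of at least 10-fold were found at 587 probes for the array labelled G2KO and at 953 for DKO, against 720 between the WT arrays. Over the 30 largest ratios or lower limits of each pair of arrays, the median size was 8.35 for the array labelled G2KO, 9.19 for DKO and 8.82 for the WT arrays on the log2 scale. The excess of DKO over the array labelled G2KO was within 1.5 times for the SD and exceeded it for the count of 10-fold changes. It was also within 1.5 times for changes of at least 4-fold (2246 against 1555 probes) and of at least 2-fold (5769 against 4769). Against the mean of both WT arrays, 639 probes changed at least 4-fold on the array labelled G2KO and 2120 in DKO MEFs. That mean includes the WT array of the DKO comparison, which the array labelled G2KO resembles, and this lowers the first count. From the larger fold-change values in DKO MEFs, the paper proposes that loss of both cyclins leaves genes that CycG1 and CycG2 regulate together uncontrolled, and that the functions of the proteins overlap.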

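A total of 26769 probes were compared in both the array labelled G2KO and DKO MEFs, each against its own WT array. Of these, 1317 changed at least 4-fold in the comparison labelled G2KO and 1920 in DKO MEFs. They had 106 probes in common that changed the same way, 70 higher and 36 lower, where 45.9 would be shared if the comparisons were independent of each other. In opposite ways, 489 probes changed, 342 of them higher on the array labelled G2KO and lower in DKO MEFs, where 48.6 would be shared. The comparisons are not independent, however: the array labelled G2KO resembles the WT array of the DKO comparison, so they nearly share an array that enters with opposite sign, and opposite changes are built in. The direction of the G2KO comparison is that of its labels, and exchanging the array labelled G2KO with the array labelled WT would exchange these counts. When both knockouts were compared with the mean of both WT arrays, which they then share, 227 probes changed the same way and 98 in opposite ways.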

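Aspn lies on chromosome 13 of mm9, where its probe covers 49662479 to 49662538. Its signal was 6.60 times the 75th percentile on the WT array of the DKO comparison and not well above background on the DKO array, where its log2 ratio was -9.82 or lower. On the array labelled G2KO its signal was 3.40 times the 75th percentile, and on the array labelled WT it was not well above background, so that it was at least 474-fold higher on the array labelled G2KO. Set against the WT array of the DKO comparison, the array labelled G2KO had a log2 ratio of -0.96, which is below the SD of log2 ratios between the arrays labelled WT but above the SD between the compared arrays themselves. The WT arrays themselves differed in Aspn by a log2 ratio of at least 9.85.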

Interestingly, mRNA levels of asporin/Aspn, a small leucine-rich proteoglycan, were down-regulated in G2KO and DKO MEFs (green font in Supplementary Table S3). Because asporin is predominantly expressed in cancer-associated fibroblasts (CAFs), and promotes co-invasion of CAFs and cancer cells in scirrhous gastric cancer<sup>41</sup>, down-regulation of asporin may explain at least in part why G2KO and DKO mice were resistant to DEN-induced hepatocarcinogenesis (Supplementary Fig. S6). 

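Xist was well above background on the array labelled WT of the G2KO comparison, at 1.13 times the 75th percentile (chromosome X of mm9, probe at 100656289 to 100656348). It was not well above background on the array labelled G2KO, the DKO array or the WT array of the DKO comparison. The array labelled G2KO was thus at least 172-fold lower than the array labelled WT, and a second Xist probe was at least 61.7-fold lower. The Y-linked genes Ddx3y, Eif2s3y and Uty showed the opposite pattern, with no signal well above background on the array labelled WT. On the array labelled G2KO, the ratios were at least 184-fold for Ddx3y, 279-fold for Eif2s3y and 4.17-fold for Uty. Kdm5d, also on chromosome Y, was not well above background on any of the 4 arrays. The DKO array and its WT differed by log2 ratios of -0.49 for Ddx3y, -0.11 for Eif2s3y and 0.59 for Uty, with Xist dim on both.

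**Figure D2:**
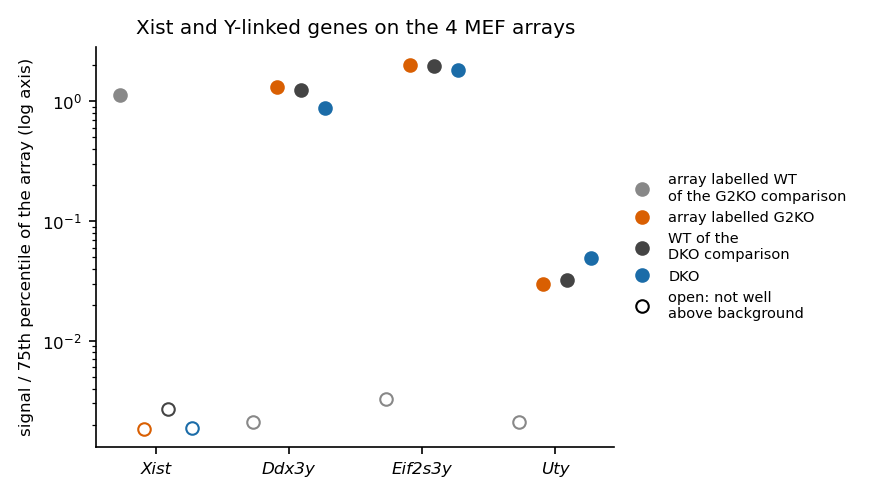
Signal relative to the 75th percentile of the array (y axis, log scale) for Xist and 3 Y-linked genes (x axis), 1 point per array, open where the signal was not well above background. Xist is well above background only on the array labelled WT of the G2KO comparison, where the Y-linked genes are dim.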

Up-regulation of X-inactive specific transcript (Xist), an RNA gene on the X chromosome that influences the X inactivation process<sup>42</sup>, in G1KO and G2KO MEFs is due to the female origin of these MEFs and is therefore very likely to be unrelated to their phenotypes. Notably, mRNA levels of several transcription factor genes were upregulated in G2KO (En2, Foxa2, Sox2, and Sox6) and DKO (WT1, Foxa2, Hoxb2, Hoxb4, Hoxb7, and Hoxb9) MEFs.

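In the comparison labelled G2KO, each of these genes was lower on the array labelled G2KO and well above background on the array labelled WT. En2 (chromosome 5 of mm9, 28498468 to 28498528) had a signal 14.8 times the 75th percentile on the array labelled WT and 0.026 times on the array labelled G2KO. Foxa2 was at least 373-fold, Sox2 at least 359-fold and Sox6 at least 17.9-fold lower on the array labelled G2KO, where all 3 were not well above background. Against the WT array of the DKO comparison, the array labelled G2KO had a log2 ratio of -0.13 for En2, and Foxa2, Sox2 and Sox6 were dim on both arrays.

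In DKO MEFs, Foxa2 (chromosome 2, 147868669 to 147868728) was at least 350-fold higher than in the WT of that comparison, but its log2 ratio against the WT array of the G2KO comparison was 0.54. The Hoxb genes lie together on chromosome 11, with probes between 96137748 for Hoxb9 and 96215181 for Hoxb2. Hoxb2 was at least 219-fold, Hoxb4 at least 299-fold, Hoxb7 at least 380-fold and Hoxb9 at least 261-fold higher in DKO MEFs, and all 4 were not well above background on the other arrays. The change was not limited to these genes: of the 18 Hox genes outside the Hoxb cluster with a ratio, 17 were higher in DKO MEFs, 8 of them at least 4-fold. Most of these ratios are lower limits against a dim WT signal, some of them close to 0. A gene detected on the DKO array alone could enter only as higher. For such genes, the count of higher genes does not measure direction.

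**Figure D3:**
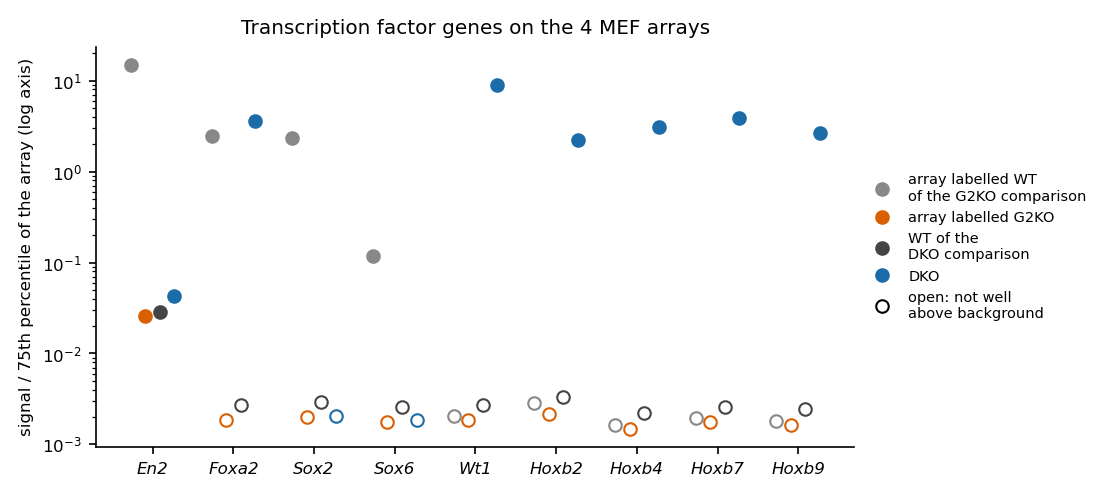
Signal relative to the 75th percentile of the array (y axis, log scale) for 9 transcription factor genes (x axis), 1 point per array, open where the signal was not well above background. En2, Sox2 and Sox6 are brightest on the array labelled WT of the G2KO comparison, and Wt1 and the Hoxb genes are well above background only on the DKO array.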

To determine whether these differences in mRNA levels are reflected in the protein levels, we performed western blot analysis on several transcription factors (WT1, Hoxa2, Hoxb2, Hoxb7, and Hoxb9). 

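Wt1 mRNA (chromosome 2 of mm9, probe at 105013656 to 105013715) was well above background only on the DKO array, at 8.96 times the 75th percentile. The probe was dim on the array labelled G2KO, the array labelled WT and the WT array of the DKO comparison. DKO MEFs were at least 874-fold higher than their WT and at least 1357-fold higher than the array labelled G2KO. Normexp background correction moved the log2 ratio against WT most, from at least 9.77 to at least 7.51.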

As expected from the mRNA levels (Supplementary Fig. S8a), the WT1 protein level was significantly higher in DKO MEFs than in WT, G1KO, or G2KO MEFs (Supplementary Fig. S8b). The Hoxa2 level was reduced and Hoxb9 level was slightly augmented only in G2KO MEFs. By contrast, the protein levels of other tested transcription factors were not significantly altered (Supplementary Fig. S8b), suggesting that depletion of

CycG1 and CycG2 had little impact on their expression. It remains unclear how these differences might influence the aforementioned phenotypes of these MEFs, and we intend to address this issue in a future study. 

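Other genes of a mesothelial list, fixed before the arrays were examined because Wt1 is a marker of mesothelial cells, rose with Wt1. Without Wt1 and Krt18, all 10 remaining genes of the list were higher in DKO MEFs than in their WT, with a median log2 ratio of 6.05 that was above that of every one of 10000 random lists matched on signal. Some of these genes, such as Upk1b, are themselves in Table S3. The 7 genes of the list that the study neither names nor lists had a median of 4.32. A larger share of mesothelial cells in the DKO culture is a candidate explanation for the Wt1 signal. The Wt1 signal in DKO MEFs was also at least 1250-fold higher than on the WT array of the G2KO comparison, so the direction did not depend on which WT array was used.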

Taken together, these results suggest that CycG1 and CycG2 mutually regulate the mRNA and protein levels of WT1.

## Supplemental Materials and methods

**Cell culture and transfection.** Human osteosarcoma U2OS cells were maintained in DMEM, Sigma-Aldrich, D5796) supplemented with 10% FBS (HyClone, SV30014.03) with 100 U/ml penicillin/100 µg/ml streptomycin (Nacalai Tesque, #26253-84). For culture of U2OS/pTet-On\_Advanced and U2OS/Myc-CycG2 cells, 0.8 mg/µl G418 Disulfate Aqueous Solution (Nacalai Tesque, #16513-26) was added to the medium. For culture of U2OS/pTet-On\_Myc-vector and U2OS/pTet-On\_Myc-ELAS2 cells, hygromycin B (Clontech, #631309) was added to the medium at 0.2 mg/µl.

**Genomic PCR.** Genomic DNA purification and PCR was performed as described previously.<sup>27</sup> In brief, for genomic PCR on mouse genome DNA, ExTaq polymerase (Takara, Shiga, Japan) was used with the PCRx Enhancer System (Invitrogen, Carlsbad, CA, USA) under the following conditions: a pre-heating step (94°C for 3 min), 40 reaction cycles (94°C for 30 sec, 58°C for 30 sec, and 72°C for 1 min and 40 sec), and a final elongation step (72°C for 6 min).

**RT-PCR.** RNA preparation and RT-PCR were performed as described previously.<sup>27</sup> In brief, total RNA was extracted from MEFs using the RNeasy kit (QIAGEN, Tokyo), and cDNA was synthesized from 3 µg of RNA using the High-Capacity cDNA Archive Kit (Applied Biosystems, Foster City, CA, USA). PCR primer pairs were as follows: *Ccng1*: forward, 5'-ACCAATCTGGCTAATAGAGGCCAGACC-3', and reverse, 5'-ATGACTCAGTGTGGCACGGTGCTTAGC-3'; *Ccng2*: forward, 5'-GTGTCCAGGATTGAGAAATGCC-3', and reverse, 5'-GGCACAAGGCTAATACAGATGG-3'; *Gapdh*: forward, 5'-TCACCATCTTCCAGGAGCGAG-3', and reverse, 5'-GCTGTAGCCGTATTCATTGTC-3'. PCR was performed under the following conditions: a pre-heating step (94°C for 2 min) followed by 30 reaction cycles (94°C for 30 sec, 55°C for 30 sec, and 72°C for 30 sec), and a final elongation step (72°C for 5 min). PCR products were separated by agarose gel electrophoresis and visualized by ethidium bromide staining.

**Preparation of Tet-On® Advanced Inducible cell lines.** For preparation of tetracycline-inducible U2OS cells (hereafter, U2OS/Tet-On cells), U2OS cells were

transfected with the pTet-On Advanced plasmid vector (Clontech) and incubated in DMEM supplemented with 10% FBS, penicillin/streptomycin, and 0.8 mg/ml G418. Several single colonies were selected for further examination.

Vector pTRET3-6Myc was constructed by inserting a multiple cloning site linker containing the 6Myc-tag (*Bam*HI-*Hind*III-*Cla*I-6Myc-*Asc*I-*Eco*RV-*Not*I-*Sal*I) into the *Bam*HI and *Sal*I sites of pTRE-Tight (Clontech). U2OS/Tet-On cells were co-transfected with each of the pTRET3-6Myc plasmids (including CycG1, CycG2, and empty vector) and the Linear Hygromycin Marker (Clontech) using the Lipofectamine PLUS reagent (Invitrogen). Transfected cells were diluted and selected in culture medium containing hygromycin (0.2 mg/ml). Single colonies were isolated, and positive clones were confirmed by examining the expression patterns in the presence or absence of doxycycline (Dox; 1 µg/ml).

**DNA microarray analysis.** Microarray analyses were performed as dye-swapped experiments for comparisons between WT, G1KO, and G2KO MEFs, and as single-color experiments for comparison between WT and DKO MEFs. Total RNAs obtained from WT, G1KO, G2KO, and DKO MEFs during logarithmic growth phase were independently reverse-transcribed using oligo-dT primers containing the T7 RNA polymerase promoter sequence to generate cDNAs and MMLV-RTase. These were then subjected to *in vitro* transcription using T7 RNA polymerase to label the cRNAs with Cy3-CTP using a Fluorescent Linear Amplification Kit (Agilent Technologies), or Cy5-CTP (Amersham Pharmacia Biotech, Piscataway, NJ) in the case of dye-swapped experiments. Purified Cy3 (or Cy5)-labeled cRNAs (825 ng) from individual MEFs were hybridized on the microarrays. Washing, scanning, and gene analysis with Agilent's Whole Mouse Genome Microarray (4×44K; G4122F, 4x44Kv2; G4846A), which contains 27,204 RefSeq genes, were conducted according to the manufacturer's protocol (Agilent Technologies). Agilent Feature Extraction software (v. 9.5.1) was used to assess spot quality and extract feature intensity statistics. The Subio Platform and Subio Basic Plug-in (v1.19; Subio Inc., Aichi, Japan) were used to calculate between-sample fold change. When large numbers of genes were automatically classified by the software into a signaling pathway heatmap, the genes whose mRNA levels were significantly different between WT, G1KO, G2KO, and DKO MEFs were selected.

**Histological analysis.** Samples (22 total) were obtained from patients diagnosed with DEN-induced hepatocellular carcinoma (HCC). Histological specimens were fixed in 10% formalin and routinely processed for paraffin embedding. The specimens were sectioned at 4 µm thickness and subjected to hematoxylin/eosin and immunohistochemical staining.

**Immunohistochemistry for active caspase-3.** Active caspase-3 expression was examined immunohistochemically using anti-active Caspase-3 antibody (Abcam, Cambridge,

UK) to detect apoptotic cells. Antigen retrieval was performed with a Pascal pressurized heating chamber (Dako). The sections were incubated with anti-active caspase-3 ( $\times 25$ ) antibody and treated with the ChemMate EnVision kit (Dako). Diaminobenzidine (Dako) was used as the chromogen. As a negative control, staining was performed in the absence of primary antibody. When active caspase-3 signals were detected in a tumor, they were interpreted as representing apoptotic cells. Staining was evaluated independently by two pathologists (J.I. and E.M.).

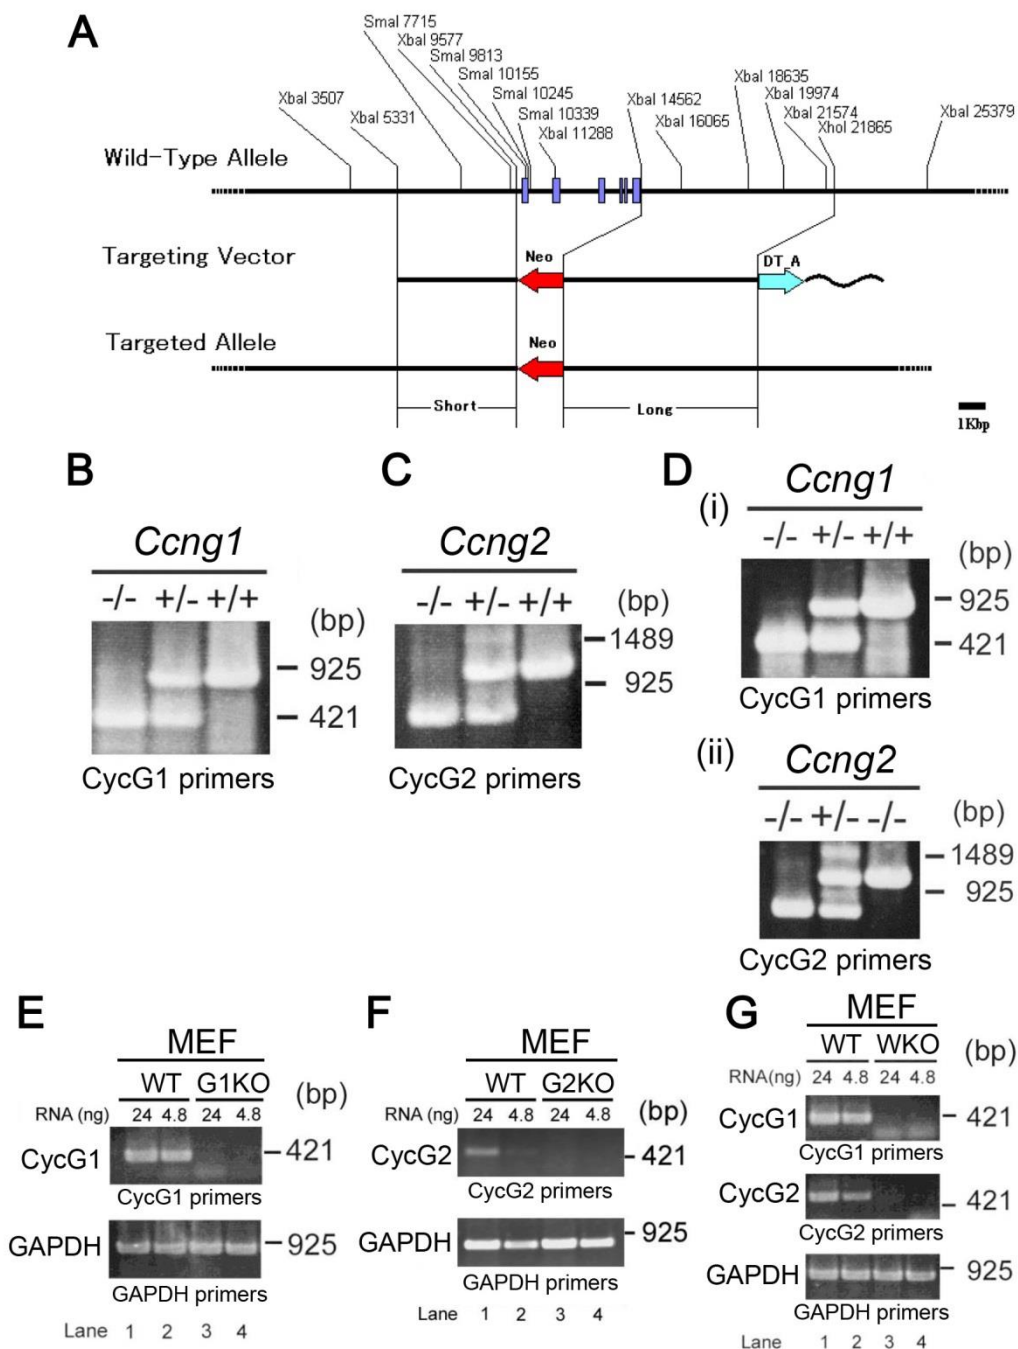

**Figure S1. Generation of G1KO and DKO mice.** (a) Schematic depiction of the targeting construct and mutant allele used to generate the *G1KO* null knockout mice. Exons are indicated by purple boxes. Neomycin (Neo) and diphtheria toxin A (DT\_A) gene cassettes are indicated by red and light blue arrow-shaped boxes, respectively. (b) Genotype analysis by PCR using genomic DNA from mice generated by mating *G1KO* heterozygotes. (c) Genotype analysis by PCR using genomic DNA from mice generated by mating *G2KO* heterozygotes. (d) Genotype analysis by PCR using genomic DNA from mice generated by mating compound heterozygous *Ccng1*<sup>+/-</sup> *Ccng2*<sup>+/-</sup> mutant mice, using CycG1 primers (b, d-i) and CycG2 primers (c, d-ii). The *G1KO* (i) and *G2KO* alleles (ii) were confirmed as described in (b) and (c), respectively. Genotype analysis of *G1KO* (E), *G2KO* (F), and *DKO* MEFs (g) by RT-PCR of mRNA isolated from relevant MEFs using CycG1 primers (e, g) and CycG2 primers (f,g). The equivalent amount of RNA samples loaded in each lane (24 or 4.8 ng) was used for analysis of WT and *G1KO* MEFs. *Gapdh* was used as a positive control.

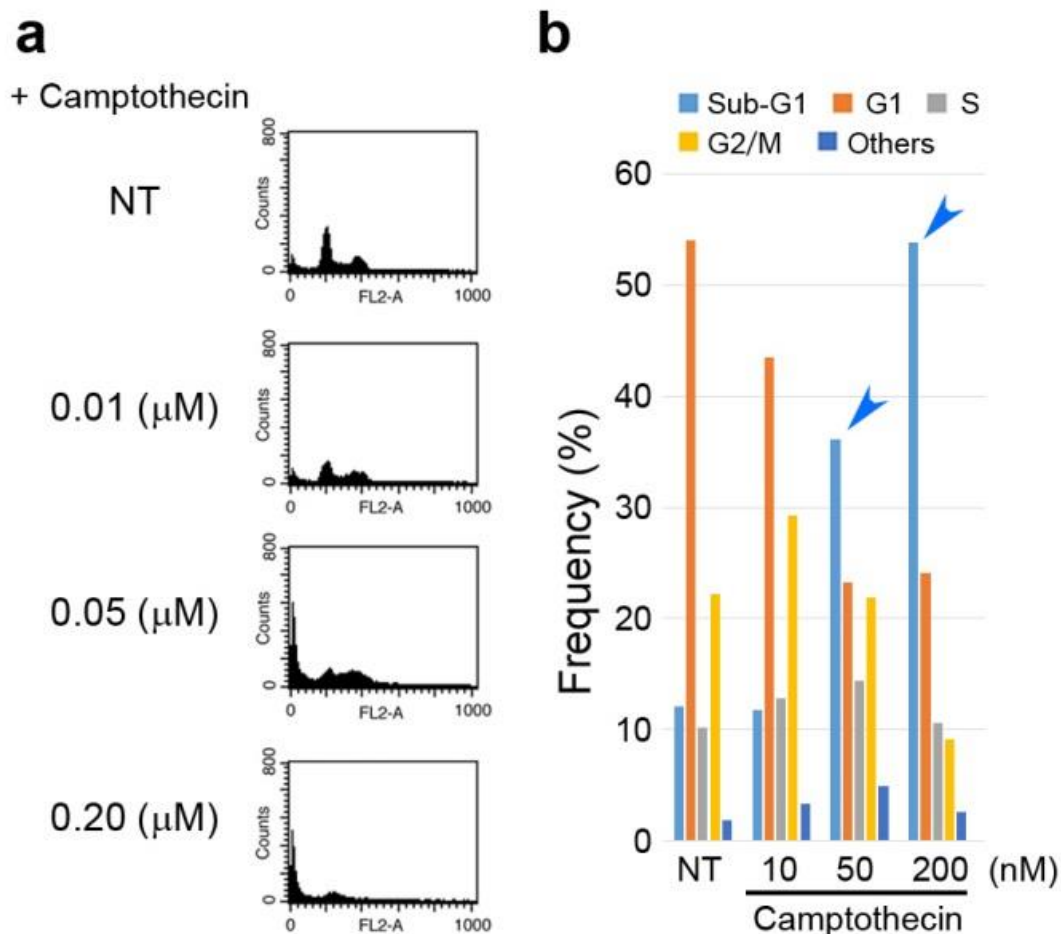

**Figure S2. Flow cytometry analysis of SAS human tongue carcinoma cells after camptothecin treatment.** (a) SAS cells were subjected to flow cytometry analysis 48 h after treatment with 10, 50, and 200 nM of camptothecin. (b) Bar graphs to show frequencies of the indicated populations; sub-G1, G1, S, G2/M, and others. NT, non-treated.

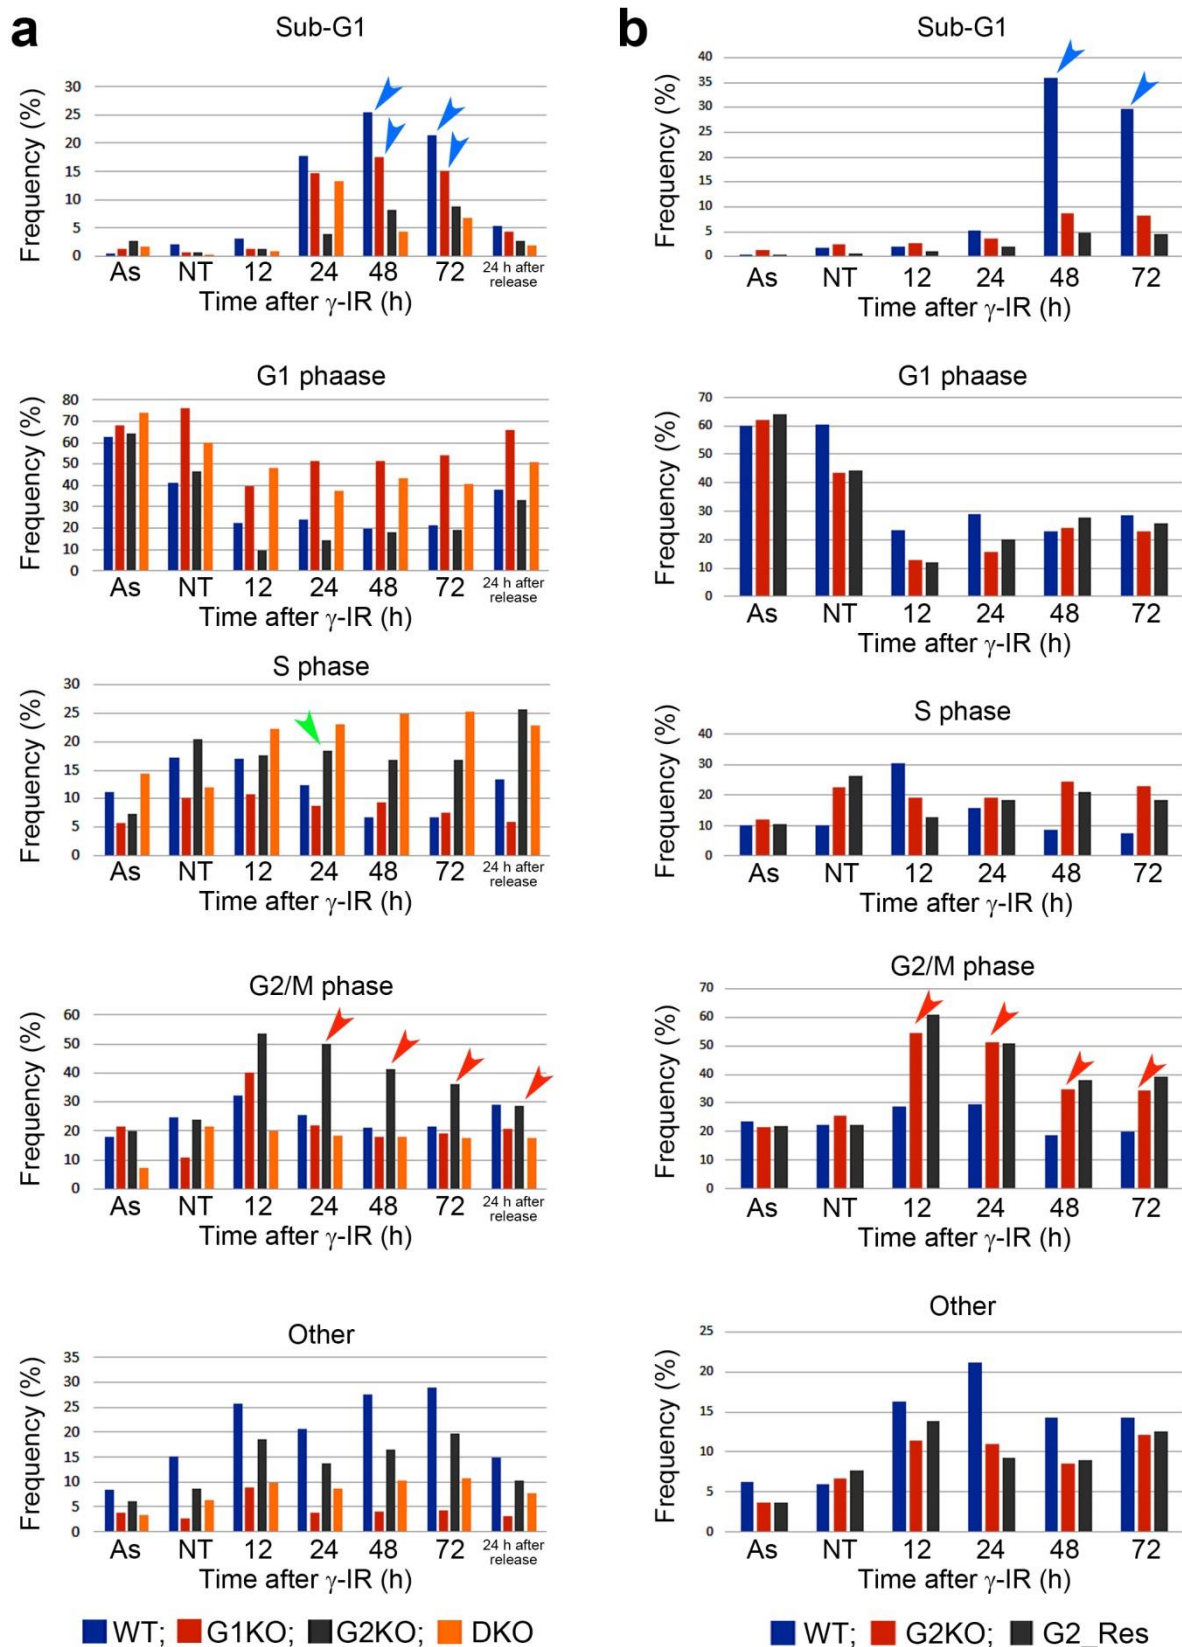

**Figure S3. Bar graphs showing frequencies of the indicated populations; sub-G1, G1, S, G2/M, and others.** Data were adopted from Fig. 2a (a) and Fig. 2c (b). Blue and red arrowheads correspond to those of Fig. 2a and Fig. 2b. Purple arrowhead denotes the S phase peak at 24 h after  $\gamma$ -IR treatment in G2MO MEFs. As, asynchronous growth. NT, non-treated.

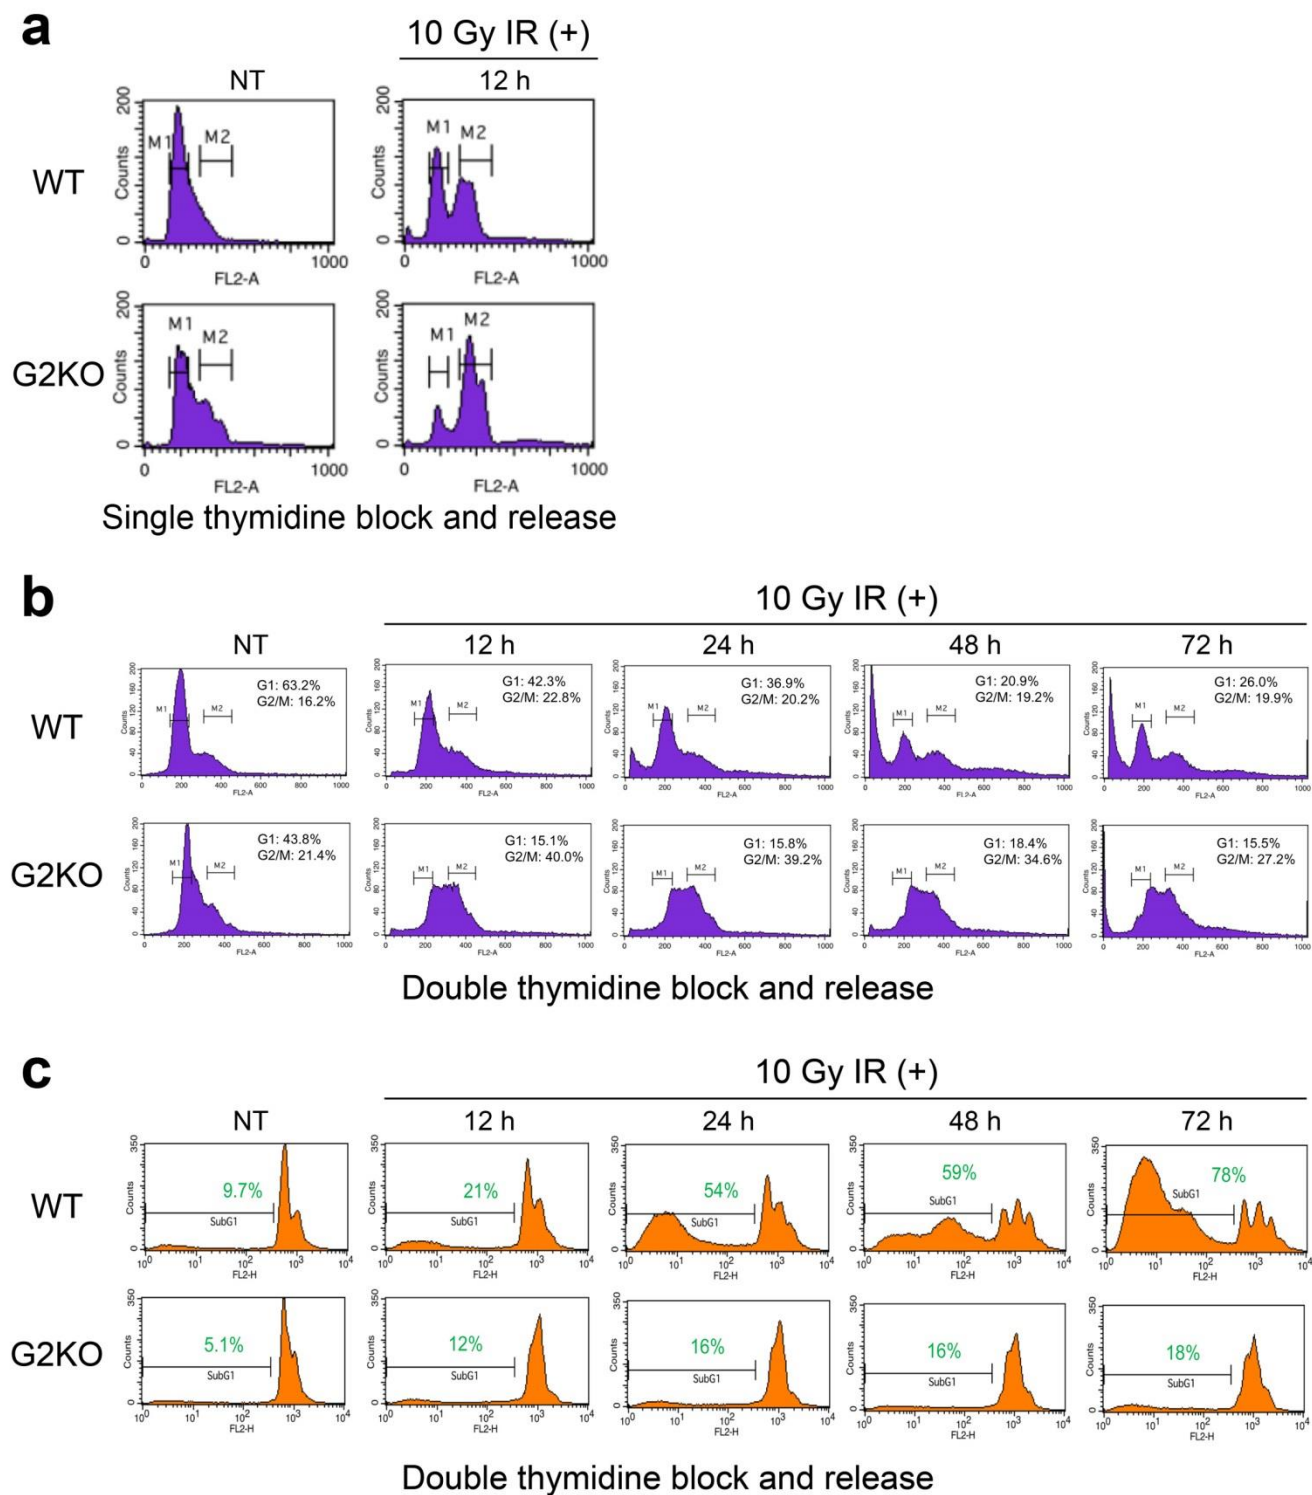

**Figure S4. Flow cytometry analysis of WT and G2KO MEFs following 10 Gy  $\gamma$ -IR treatment.** (a–c) G2/M arrest phenotype of G2KO MEFs was observed using two distinct synchronization methods, single thymidine block (a) and double thymidine block (b, c). NT, non-treated.

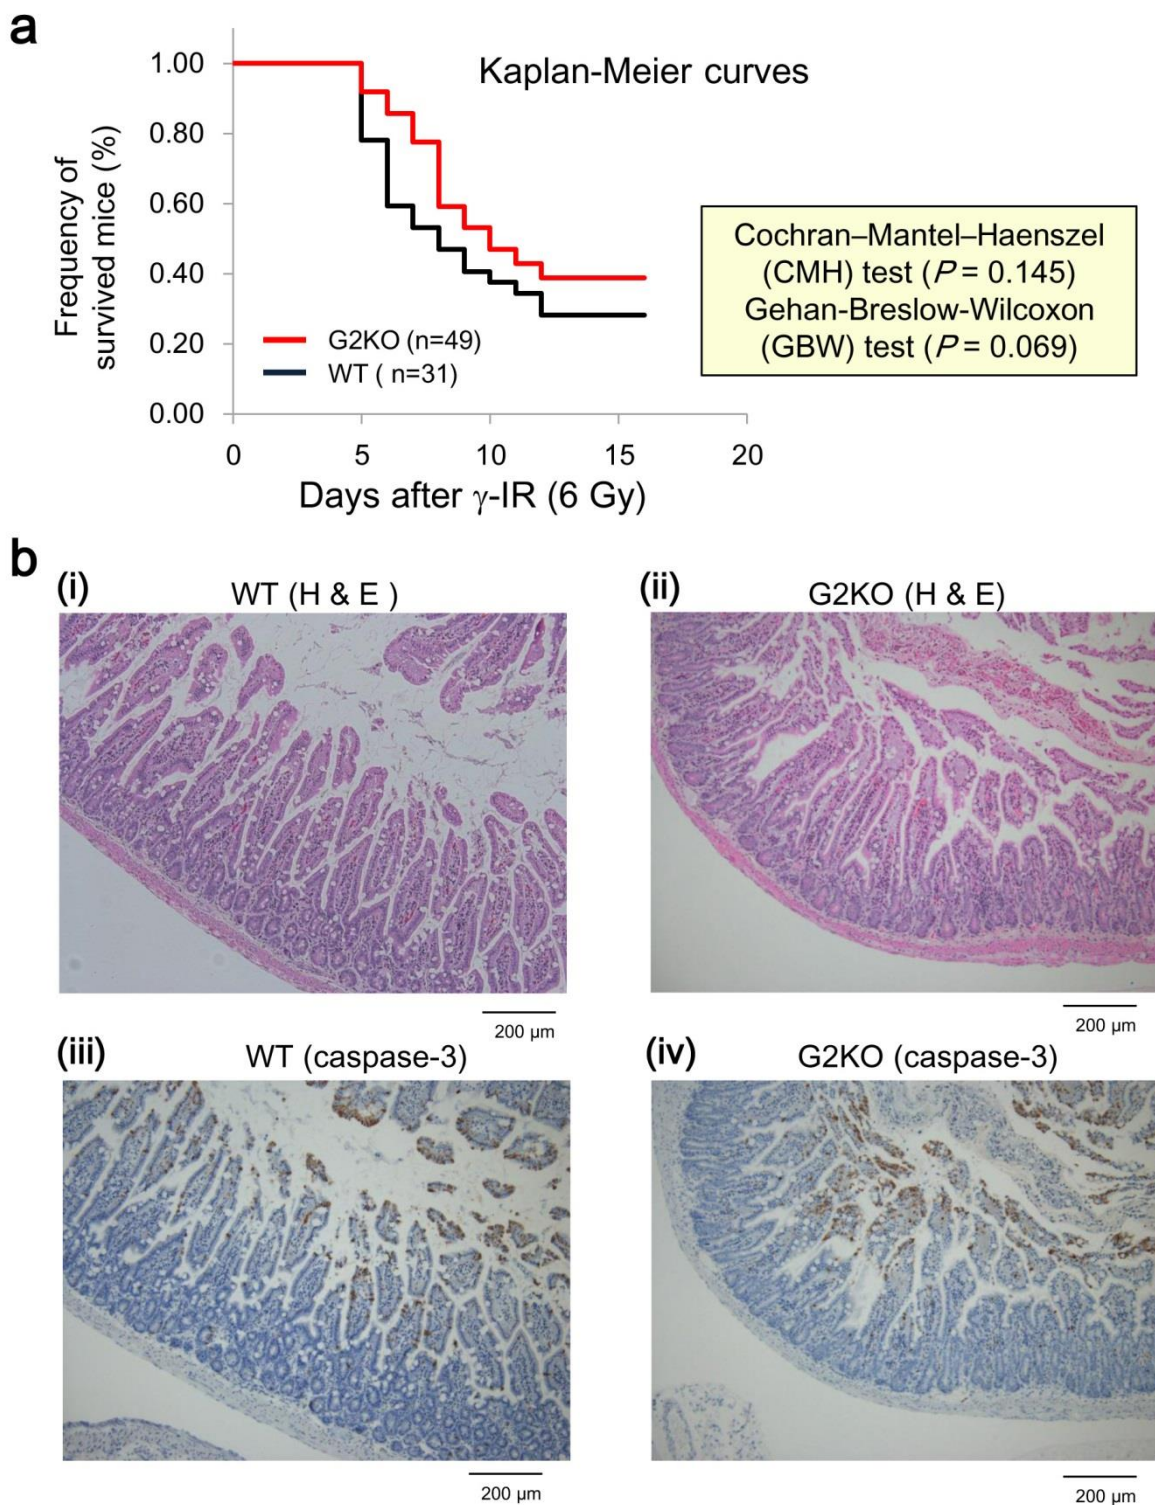

**Figure S5. G2KO mice are resistant to  $\gamma$ -IR treatment.** (a) Survival curves for WT and G2KO mice for 13 days following  $\gamma$ -IR treatments. The survival frequency of 17–19-week-old mice irradiated with 6 Gy  $\gamma$ -ray was determined by observing them daily for 13 days. (b) Histology of small intestines from WT (i) and G2KO (ii) mice, stained with hematoxylin and eosin (H & E; x100). (iii, iv) Immunohistochemistry (IHC) by active caspase-3 for WT (iii) and G2KO (iv) mice (x100). Positive staining for active caspase-3 was detected in epithelial cells of both WT (iii) and G2KO (iv) mice. However, a small amount of positive tumor staining for active caspase-3 was detected in tumor cells of WT (iii) and G2KO (iv) mice. Bar, 200  $\mu$ m.

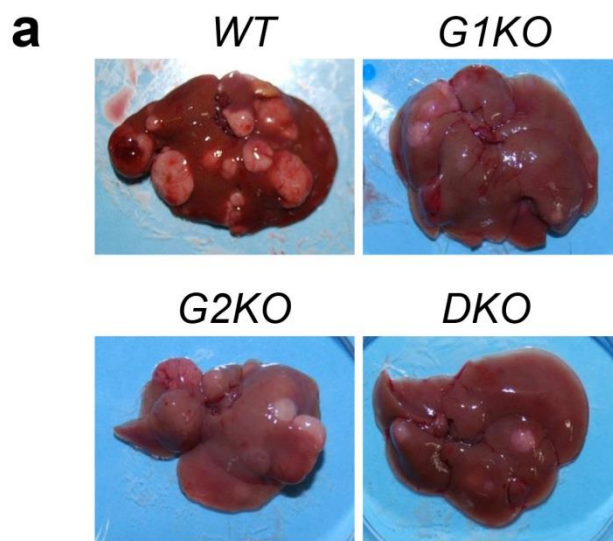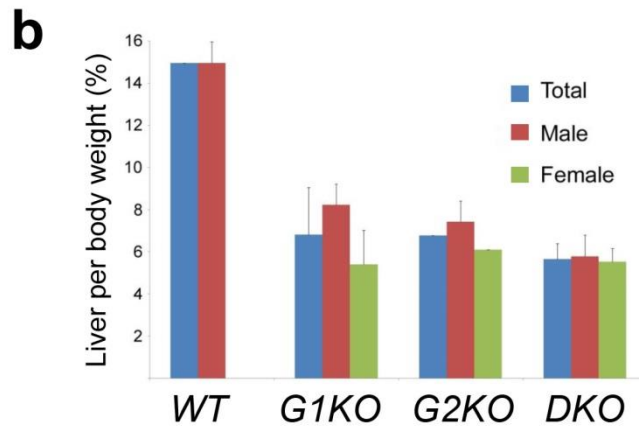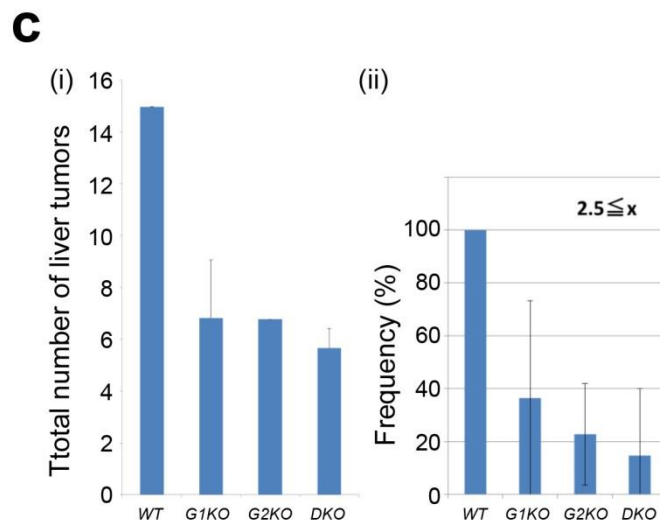

**Figure S6. G1KO, G2KO, and DKO mice are resistant to DEN-induced hepatocarcinogenesis.**

(a) Typical images of livers from WT, G1KO, G2KO, and DKO mice harboring hepatocellular carcinomas. Mice were injected intraperitoneally with 10  $\mu$ g of DEN per body weight (g), and sacrificed 36 weeks after treatment. (b) Bar graphs of liver/body weight of WT, G1KO, G2KO, and DKO mice 36 weeks after the DEN treatment. (c) Total number of liver tumors (i) and frequency of animals with liver tumors greater than 2.5 mm in diameter (ii).

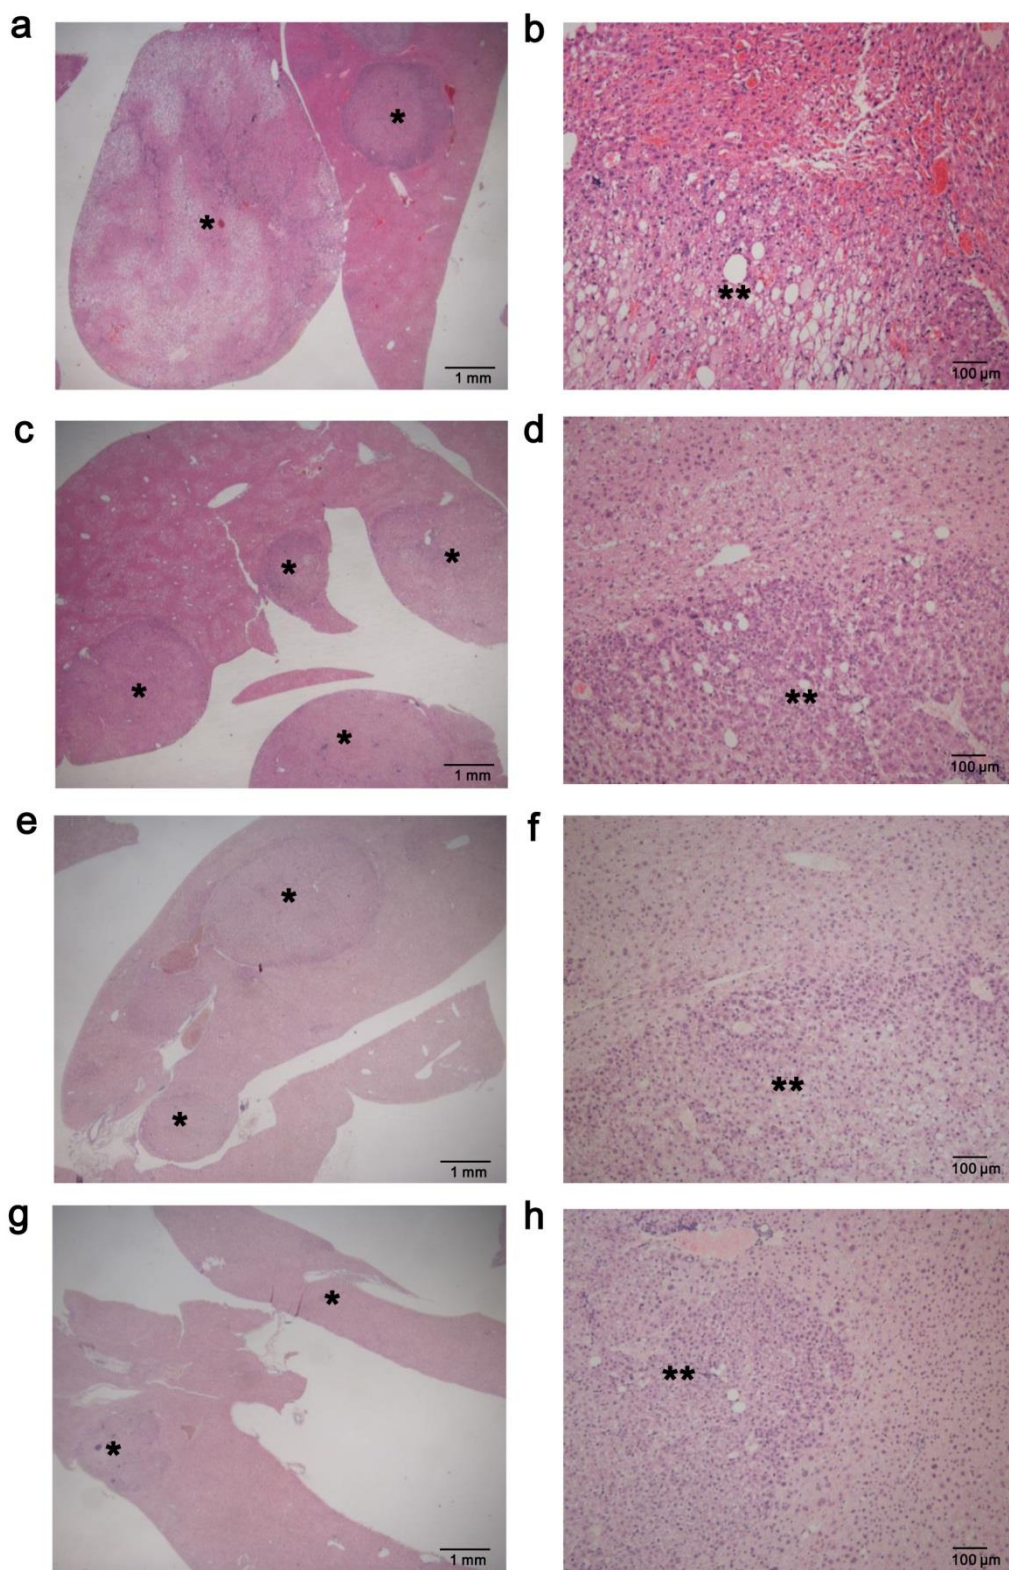

**Figure S7. Histological analysis of liver tumors obtained from DEN-treated WT, G1KO, G2KO, and DKO mice.** (a-h) H & E staining of livers from WT (a, b), G1KO (c, d), G2KO (e, f), and DKO (g, h) mice 36 weeks after DEN treatment (a, c, e, g; x12.5; b, d, f, h; x100). At low magnification, nodular lesions (\*) are visible in almost normal background liver. At high magnification, tumor cells (\*\*) exhibit a trabecular architecture resembling the normal sinusoids of the liver. These cells possessed central round nuclei and eosinophilic cytoplasm. Some tumor cells exhibited steatosis. Bar, 1 mm or 100  $\mu$ m.

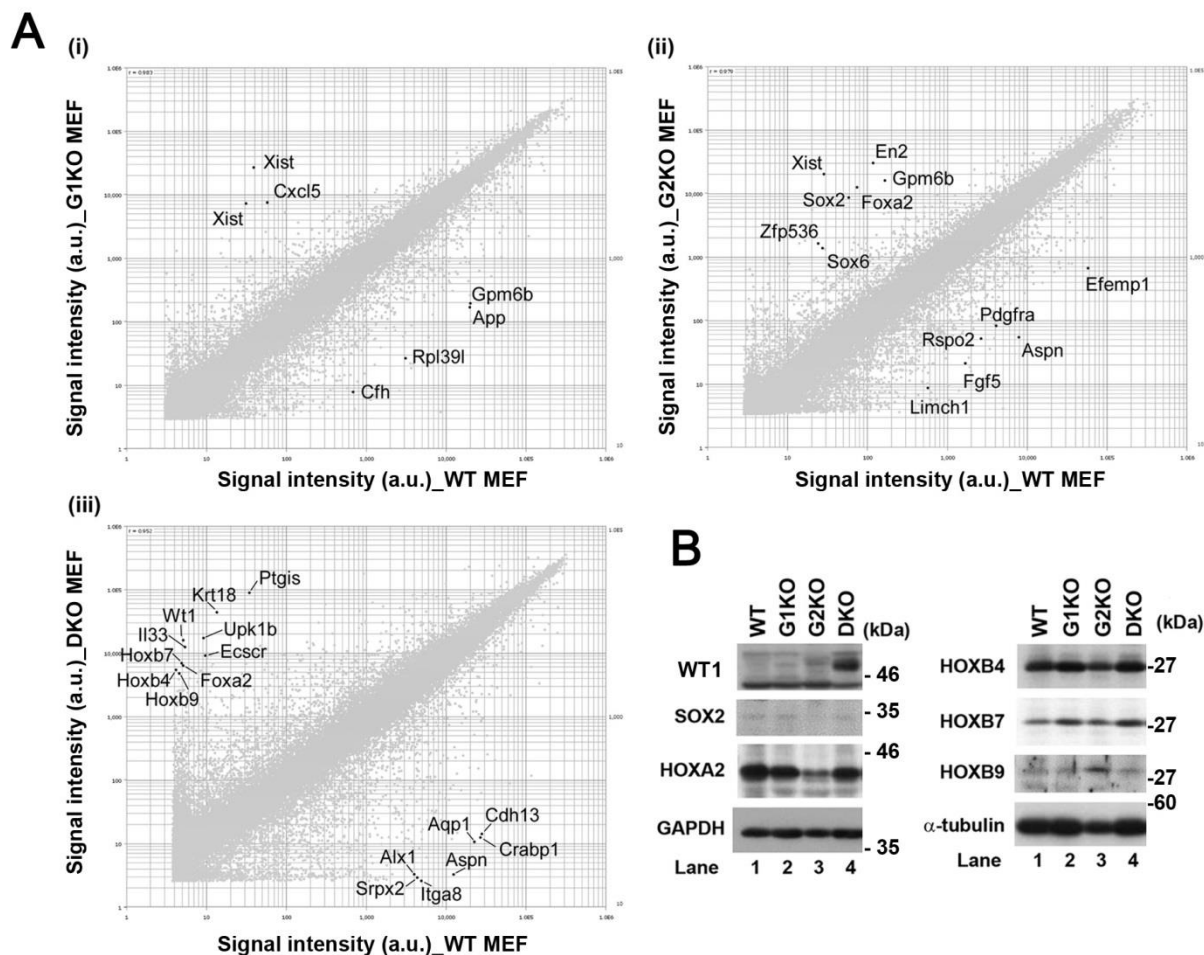

**Figure S8. Expression profiling of G1KO, G2KO, and DKO MEFs based on DNA microarray and western analyses.** (a) Scatter plots of DNA microarray data for G1KO, G2KO, and DKO MEFs versus WT MEFs. The y-axis shows the log value of hybridization signal intensity (arbitrary unit; a.u.) obtained from microarray data for G1KO (i), G2KO (ii), and DKO (iii) MEFs. The x-axis shows the log value of signal intensity (a.u.) for WT MEFs. Conspicuously up- or down-regulated genes are plotted. (b) Western blot for typical transcription factors (WT1, Hoxa2, Hoxb2, Hoxb7, and Hoxb9) on cell extracts obtained from logarithmically growing WT, G1KO, G2KO, and DKO MEFs. GAPDH was used as a loading control.

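Across 39397 probes, the Pearson correlation of log signals was 0.968 between the array labelled G2KO and the array labelled WT. It was 0.952 between DKO MEFs and their WT. Read by eye, the panels of Supplementary Fig. S8a give about 0.95 for DKO and about 0.98 for G2KO, so the G2KO value differs. The WT arrays of both comparisons had a correlation of 0.961. These correlations are across probes within a pair of arrays, and probes are not independent replicates.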

**a**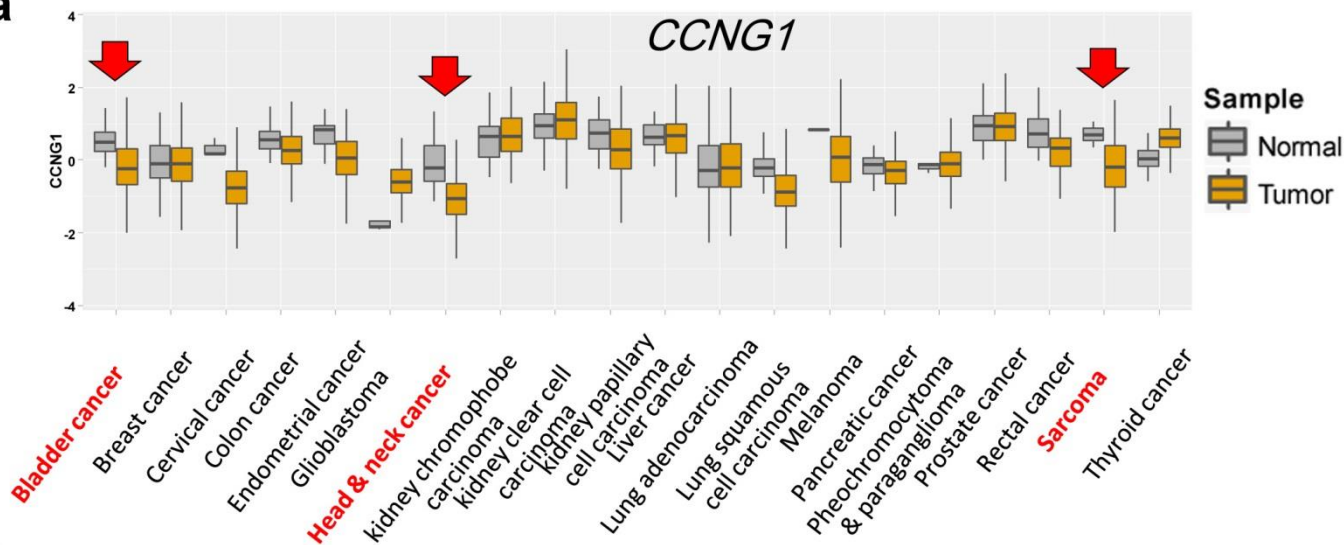**b**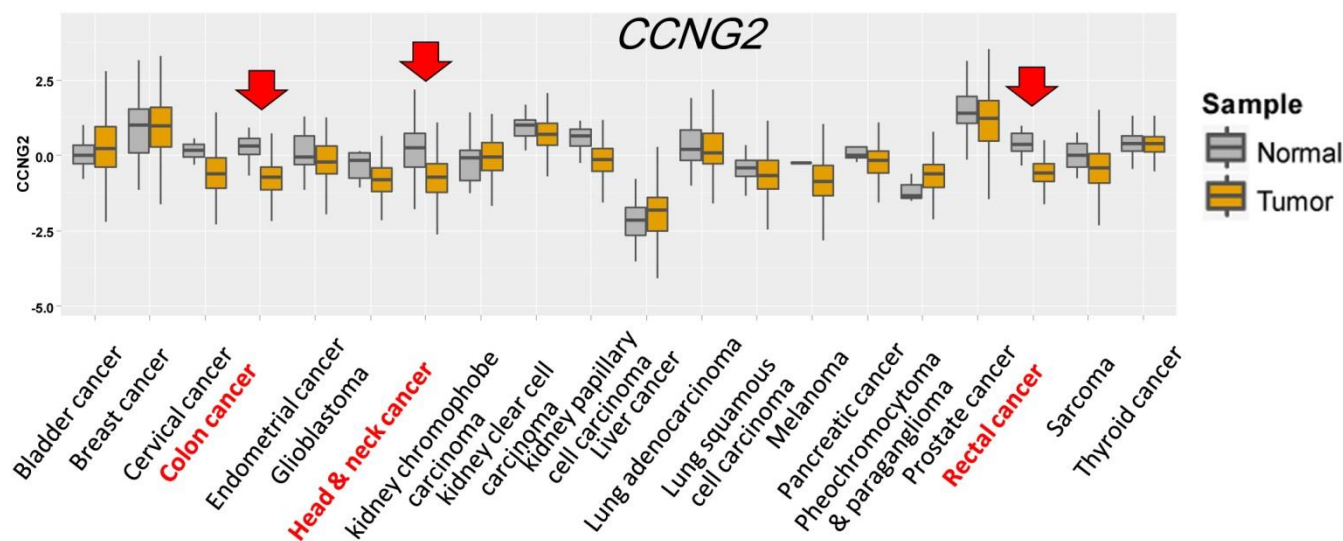

**Figure S9. CycG1 (*CCNG1*) or CycG2 (*CCNG2*) is down-regulated in some types of cancers.** (a, b) Box-and-whisker plots of mRNA expression of *CCNG1* (a) and *CCNG2* (b) in patients with various types of cancer whose box and names are highlighted by red font and red arrows, respectively. The mRNA expression data for *CCNG1* and *CCNG2* from various cancers and normal tissue samples were obtained from TCGA pan-cancer cohorts. Cancers with at least one normal sample were analyzed and visualized.

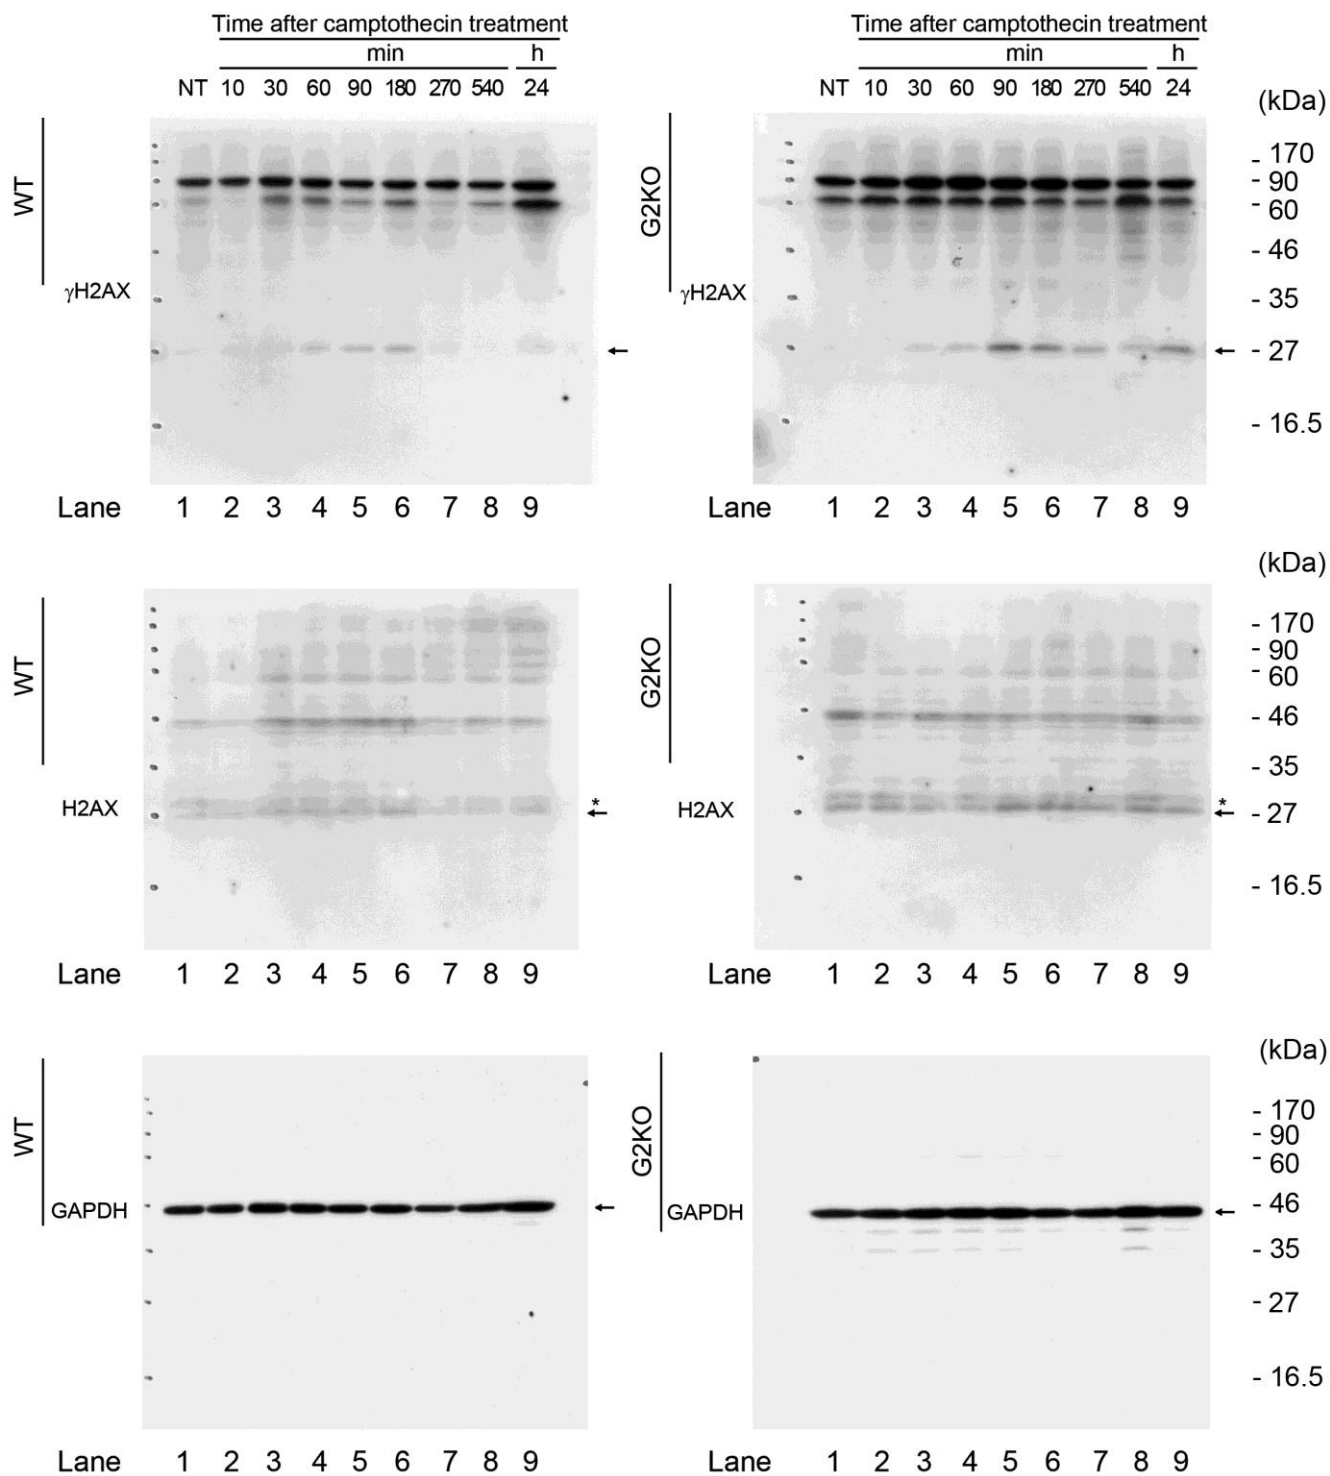

**Figure S10. Images of non-cropped western blots.** Panels presented in Figure 1c were cropped from these images.

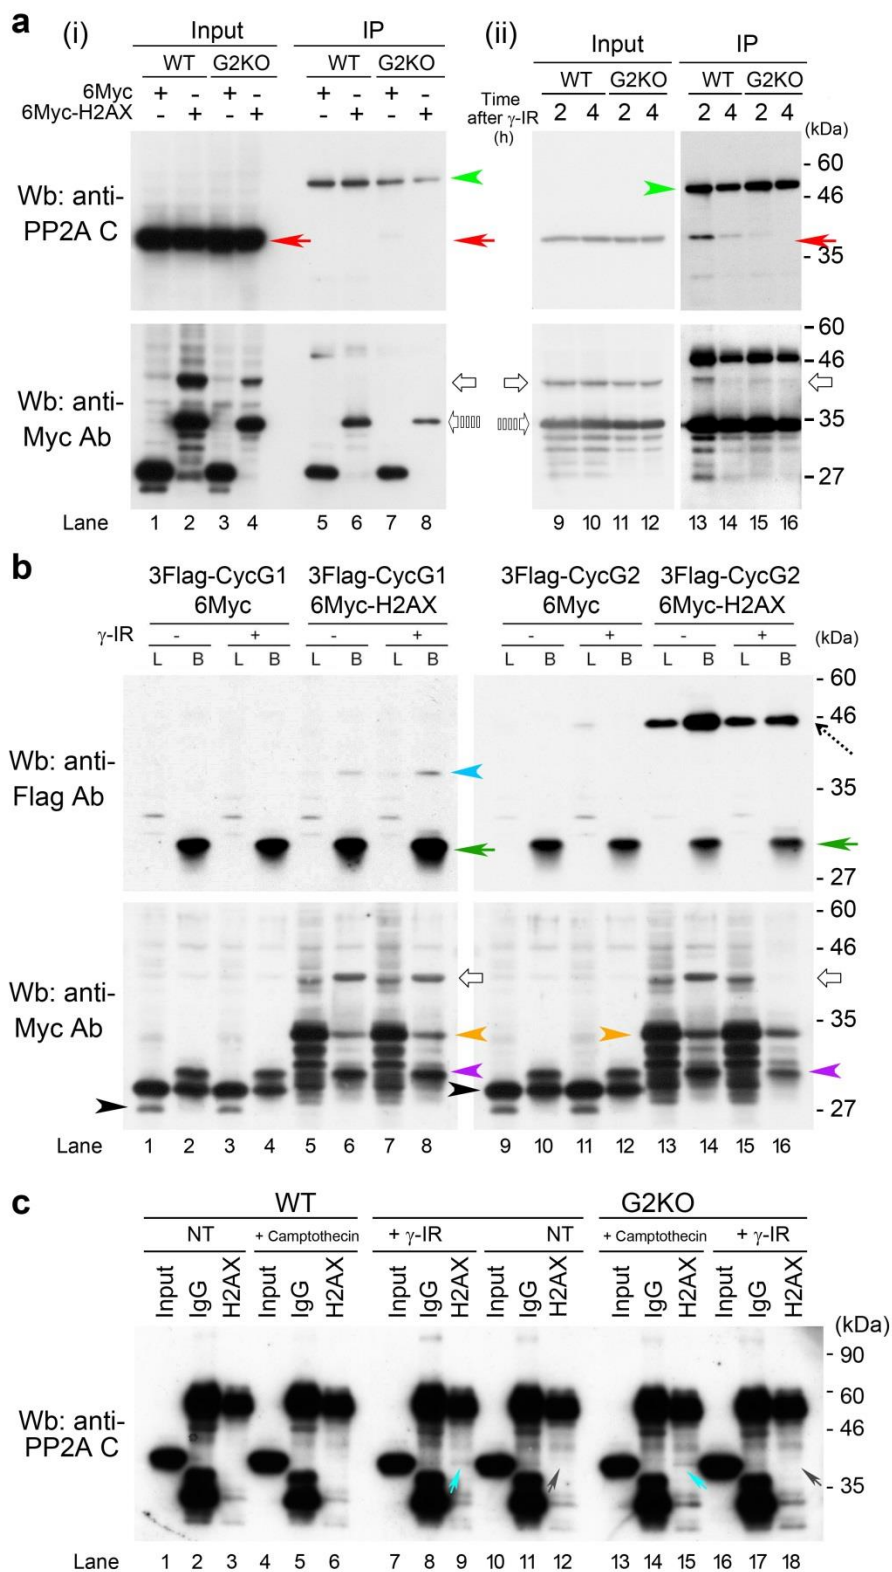

**Figure S11. Images of non-cropped western blots.** Panels presented in Figure 4 were cropped from these images. Orange arrowheads, black arrowheads or purple arrowheads in (b) indicate bands for putative degradation product of 6Myc-H2AX, 6Myc protein or putative cross-reaction product of green arrow band with anti-Myc antibody, respectively.

Table S1A. Number of male or female mouse in the offspring from *CCNG1* heterozygous intercrosses.

| (Total number) | <i>Ccng1</i><br>+/+ | <i>Ccng1</i><br>+/- | <i>Ccng1</i><br>-/- |
|----------------|---------------------|---------------------|---------------------|
| Male (12)      | 3                   | 5                   | 4                   |
| Female (12)    | 3                   | 5                   | 4                   |
| Total (24)     | 6                   | 10                  | 8                   |

Table S1B. Number of genotypes in the offspring from *CCNG2* heterozygous intercrosses.

| (Total number) | <i>Ccng2</i><br>+/+ | <i>Ccng2</i><br>+/- | <i>Ccng2</i><br>-/- |
|----------------|---------------------|---------------------|---------------------|
| Male (74)      | 20                  | 34                  | 20                  |
| Female (66)    | 16                  | 39                  | 11                  |
| Total (140)    | 36                  | 73                  | 31                  |

Table S1C. Number of genotypes in the offspring from *CCNG1*<sup>+/-</sup>;*CCNG2*<sup>+/-</sup> intercrosses. Numbers in the parentheses indicate the gender ratio (male: female).

| (Total number)   | <i>Ccng2</i><br>+/+ | <i>Ccng2</i><br>+/- | <i>Ccng2</i><br>-/- |
|------------------|---------------------|---------------------|---------------------|
| <i>CCNG1</i> +/+ | 27 (15:12)          | 27 (11: 16)         | 9 (3: 6)            |
| <i>CCNG1</i> +/- | 54 (27: 27)         | 50 (21: 29)         | 8 (1: 7)            |
| <i>CCNG1</i> -/- | 17 (7: 10)          | 18 (9: 9)           | 4 (3: 1)            |

Table S1D. Number of male or female mouse in the offspring born after intercrosses between *CCNG1*<sup>-/-</sup>*CCNG2*<sup>-/-</sup> double knockout mice.

| (Total number) | <i>Ccng1</i> , <i>Ccng2</i><br>-/-, -/- |
|----------------|-----------------------------------------|
| Male           | 76                                      |
| Female         | 61                                      |
| Total          | 137                                     |

Table S2. Occurrence of spontaneous tumors in *CCNG1*<sup>-/-</sup>;*CCNG2*<sup>-/-</sup>KO mice at 18-30 months.

|                            | WT*        |             | G1KO       |            | G2KO    |         | WKO        |            |
|----------------------------|------------|-------------|------------|------------|---------|---------|------------|------------|
|                            | Male       | Female      | Male       | Female     | Male    | Female  | Male       | Female     |
| Undifferentiated carcinoma | 0          | 1           | 0          | 0          | 0       | 0       | 0          | 0          |
| Liver carcinoma            | 0          | 0           | 0          | 0          | 0       | 0       | 0          | 1          |
| Liver hemangioma           | 3          | 2           | 0          | 0          | 0       | 0       | 0          | 0          |
| Lymphoma                   | 0          | 1           | 0          | 0          | 0       | 0       | 0          | 0          |
| Fibril formation           | 0          | 1           | 0          | 0          | 0       | 0       | 0          | 0          |
| Leukemia                   | 0          | 0           | 0          | 0          | 0       | 0       | 1          | 0          |
| Ovarian carcinoma          | 0          | 0           | 0          | 0          | 0       | 0       | 0          | 1          |
| Lymphoma+hepatocarcinoma   | 0          | 1           | 0          | 0          | 0       | 0       | 0          | 0          |
| Lymphoma+lung carcinoma    | 0          | 0           | 1          | 1          | 0       | 0       | 0          | 0          |
| Leukemia + hepatocarcinoma | 0          | 0           | 1          | 0          | 0       | 0       | 0          | 0          |
| Total                      | 3/38(7.9%) | 6/44(13.6%) | 2/9(22.2%) | 1/9(11.1%) | 0/3(0%) | 0/1(0%) | 1/6(16.7%) | 2/9(22.2%) |

Table S3. List of up-regulated (red font) or down-regulated (green font) genes in G1KO, G2KO and DKO MEFs compared to WT MEFs as revealed by DNA microarray analysis.

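Table S3 lists fold changes as knockout over WT, with a minus sign where the signal fell. Of the DKO genes, 22 of the 28 found on the array were not well above background on 1 of the arrays, so their size depends on how a dim spot is treated. With a floor at the lowest signal well above background, Aspn was -903.4 and Wt1 874.0 in signed fold, while the paper's values are -3533.5 and 3342.7. Without any floor or filter they were -3591.3 and 3283.5. Taken without a floor, the paper's ratio for DKO over WT was 1.018 times the present ratio in the median gene, and 24 of 26 genes lay within 2% of that median. Left out of the 26 were Mgst1, which is listed with several values, and Crif1, for which no probe of the gene with that name came near the listed size. For the exceptions among the 26, Srpx2 and Acp5, a second and dimmer probe gave -1412.7 and 659.4, against the paper's values of -1386.9 and 671.3. In the G2KO column, the present sizes without a floor were between 0.41 and 34.46 times those of the table, with a median of 2.27, and their signs were opposite. Col6a3 was not found on the array by name or identifier and was not compared.

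**Figure D4:**
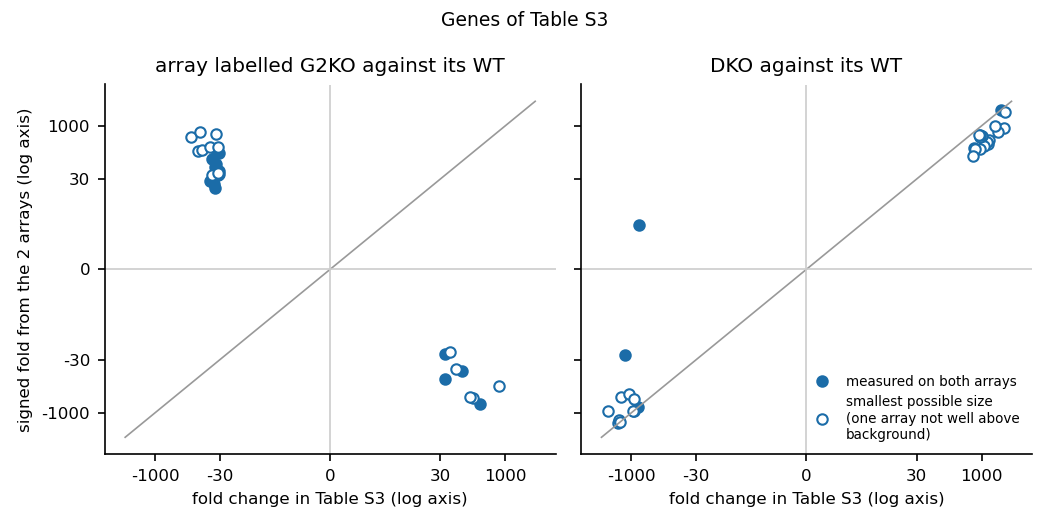
Signed fold from the arrays (y axis, log scale on both sides of 0) against the paper's fold change in Table S3 (x axis, the same scale), 1 point per listed value, open where only a lower limit was measured; the grey line marks equal values. Every point of the comparison labelled G2KO lies in a quadrant of opposite sign, and 1 point of the DKO comparison does.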

| <b>G1KO</b>        |                    | <b>G2KO</b>        |                    | <b>DKO</b>         |                    |
|--------------------|--------------------|--------------------|--------------------|--------------------|--------------------|
| <u>Gene Symbol</u> | <u>Fold Change</u> | <u>Gene Symbol</u> | <u>Fold Change</u> | <u>Gene Symbol</u> | <u>Fold Change</u> |
| Xist               | 696.2              | Xist               | 708.8              | Aspn               | -3533.5            |
| Xist               | 235.4              | En2                | 258.6              | Krt18              | 3491.1             |
| Ccng1              | -196.4             | Foxa2              | 174.1              | Wt1                | 3342.7             |
| Cxcl5              | 136.0              | Sox2               | 147.8              | Ptgis              | 2780.1             |
| App                | -117.6             | Aspn               | -144.3             | Il33               | 2475.7             |
| Rpl39l             | -117.5             | Limch1             | -96.9              | Upk1b              | 2020.0             |
| Cfh                | -106.0             | Gpm6b              | 96.6               | Cdh13              | -1996.0            |
| Gpm6a              | -103.7             | Efemp1             | -87.6              | Aqp1               | -1964.6            |
| D3Bwg0562e         | 96.8               | Fgf5               | -79.4              | Crabp1             | -1831.5            |
| Lrrn4              | -75.9              | Zfp536             | 67.6               | Itga8              | -1757.4            |
| Ddx4               | -71.3              | Sox6               | 51.4               | Hoxb7              | 1519.5             |
| Diap2              | 55.1               | Rspo2              | -50.9              | Hoxb4              | 1405.2             |
| Akr1c14            | -53.0              | Pdgfra             | -50.6              | Srpx2              | -1386.9            |
| Mal2               | -49.9              | Clmp               | -46.4              | Foxa2              | 1341.6             |
| Aldh1a1            | -49.2              | Dnm3os             | -44.7              | Alx1               | -1127.3            |
| Upk1b              | -47.6              | Col11a1            | -41.8              | Hoxb9              | 1120.7             |
| Scel               | -45.4              | Cacna1g            | -40.6              | Ecscr              | 1013.1             |
| 9930013L23Rik      | -43.8              | Lox                | -39.7              | Grem2              | -931.0             |
| Epha3              | 42.3               | Igsf10             | -38.9              | Col6a3             | -924.2             |
| Gpm6a              | -42.1              | 4833427G06Rik      | 38.6               | Ces2g              | 920.9              |
| Vnn1               | -41.4              | Kcnab1             | 38.1               | Gata6              | 919.9              |
| Ccng1              | -39.3              | Sparcl1            | -37.8              | Mgst1              | 887.6              |
| Ms4a3              | -38.4              | Cdkn2b             | -37.8              | Chrdl1             | -871.5             |
| Sfrp2              | 37.2               | Fgf7               | -34.3              | Kctd15             | -864.1             |
| 2610018G03Rik      | -31.6              | Sfrp2              | -33.5              | Mgst1              | 857.5              |
|                    |                    | Col6a3             | -33.5              | Hoxb2              | 694.6              |
|                    |                    | Esm1               | -32.5              | Dkk3               | -679.7             |
|                    |                    | Slc1a3             | -32.4              | Acp5               | 671.3              |
|                    |                    | Chrdl1             | -31.7              | Crif1              | -652.8             |
|                    |                    | Ptgs1              | -31.6              | Mcpt8              | 620.4              |
|                    |                    | Dkk2               | -30.7              |                    |                    |

How the deposited data were processed for this re-analysis (not part of the article)

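Total RNA of MEFs in logarithmic growth phase was hybridised to 4 single-color Agilent Whole Mouse Genome arrays, 1 each for the samples labelled G2KO, WT of the G2KO comparison, DKO, and WT of the DKO comparison. All 4 arrays lay on 1 slide and were scanned together. G1KO MEFs were not analysed here. The authors extracted the signal intensity of each spot with Agilent Feature Extraction (version 10.7.3.1 in the file headers), which corrected background and spatial trends within the array. The deposited table of processed values holds the same intensity for every spot, with a largest log2 difference of 0, so it was used as an alternative without scaling.

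Each array has 43020 spots besides 1377 controls, for 39429 probes that carry 31806 gene names. Control spots and spots marked as non-uniform or as population outliers were left out, between 107 and 140 spots per array. The log2 intensity was set relative to the 75th percentile of the array (signals of 2233.61 for the array labelled G2KO, 1586.21 for its WT, 1777.09 for DKO and 1876.84 for its WT), and spots of a probe were averaged. A probe entered a comparison when it was well above background on at least 1 of the 2 arrays. Where it was dim on the other, its level there was set to the higher of its own signal and the lowest signal among probes well above background (14.743, 11.362, 12.98 and 19.233 in the same order of arrays), and the ratio is given as a lower limit. Probes dim on both arrays were given no ratio. A probe well above background on 1 array alone was also left out when its ratio would have made the dim array the higher one. Such a probe could therefore count only as higher on the array where it was detected. The number of probes compared and the counts by direction include this rule. No spot was saturated. On all 4 arrays, 24197 probes were well above background, and 9053 were so on none. For a gene with several probes, the probe with the highest mean log2 signal over the 4 arrays was used. In the comparison of DKO with its WT, the probes of Kdr disagreed, with log2 ratios of -0.14 and 1.92.

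Probe positions are those of the files, on mm9. Gene names are those of the files. Of 32314 probes identified by a RefSeq transcript, 26033 had that transcript in a reference table of assembly GRCm38.p6, which was used only for names.

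The comparisons were the array labelled G2KO with its WT, DKO with its WT, and the arrays labelled WT with each other as a measure of how far MEF preparations labelled with the same genotype differ. If the labels of the G2KO comparison were exchanged, the SD of log2 ratios between WT arrays would be 0.535 in place of 1.005. Probes that differed at least 4-fold were counted. The genes named were chosen by a rule fixed before the data were examined: the genes the paper names for the microarrays, Ccng1 and Ccng2, all G2KO and DKO genes of Supplementary Table S3, the 10 probes with the largest ratio or lower limit in each comparison, and 12 fixed lists. These lists hold mesothelial, fibroblast, neural progenitor, craniofacial mesenchyme, endothelial, macrophage and smooth muscle marker genes, Y-linked genes, p53 target genes, genes of the Cdkn2a locus, proliferation genes, and genes whose proteins the paper blotted. The 39 Hox genes on the array were summarised as well. The median log2 ratio of a list was set beside 10000 random lists of the same size, matched on mean signal in 20 bins. The overlap of changed probes was set beside the number that independent draws would give.

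Each knockout has 1 array, so a test between genotypes can draw its error only from the WT arrays. A limma fit (version 3.58.1, R 4.3.3) with the 2 WT arrays as a group has 1 residual degree of freedom and assumes that the lone knockout arrays vary like them; no statement rests on it alone. At an adjusted p of 0.05 (Benjamini-Hochberg) it called 0 of 30344 probes for either knockout, with 475 probes for the array labelled G2KO and 2498 for DKO at an unadjusted p of that size. Tested on simulated DKO data of 30344 probes, the fit recovered 0 of 50 changes of 2 on the log2 scale, 30 of 50 changes of 10 and 96 of 100 changes of 40, with 10 false calls, so it has no power for changes of ordinary size. The ratios were tested on simulated data for DKO against its WT as well: of 200 probes changed by 3 on the log2 scale, 187 were found past 4-fold, among them all 172 measured on both arrays, and 0 unchanged probes were. The simulated noise had an SD of 0.1 on the log2 scale, far below the SD of 1.005 between the WT arrays, so this tests the calculation and not the error between cultures. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the ratios.

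The alternatives, fixed before the data were examined, were normexp background correction with an offset of 50, quantile normalization, scaling to the median, no scaling, the deposited table, stricter and absent filters on dim probes, thresholds of 2-fold and 10-fold, each knockout against the WT array of the other comparison or against the mean of both WT arrays, the median over a gene's probes, counts of genes in place of probes, and other limits for limma.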

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

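All tests of this part, among them the one on the Cdkn2a locus that replaced a prediction in the paper's direction, were chosen after the results were seen, except those on array scaling and on the sex of the embryos for the difference between the WT arrays and the test of mesothelial and body-axis markers, which were written down beforehand. Directions of the comparison labelled G2KO rest on its labels.

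The 2 WT arrays, which the paper does not compare with each other, differed at least 4-fold at 1981 of 27466 probes, as many as a knockout array from its WT. Array scaling as the cause is argued against, since quantile normalization left 1946 such probes. Embryos of different sex are a candidate explanation for a part: Xist had a log2 ratio of at most -6.79 between the WT of the DKO comparison and the WT of the G2KO comparison, and the Y-linked genes were higher there, but only 4.49% of the probes that differed lay on the X or Y chromosome. A candidate explanation for the rest is that the labels of the array labelled G2KO and the array labelled WT are exchanged: the array labelled G2KO differed from the WT array of the DKO comparison at only 581 probes. Both WT arrays may also come from MEF preparations that diverged in culture, which the 4 arrays cannot test.

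Mesothelial genes outside those the study names were higher in DKO MEFs than in their WT, with a median log2 ratio of 4.32 over 7 genes. The whole list of 12 genes, 5 of which the paper names or lists, G1KO genes of Table S3 included, had a median of 6.40, and under other scalings or background corrections its median was 4.36 or more, which argues against scaling. Msln was the most abundant, at 100.0 times the 75th percentile of the DKO array. A larger share of mesothelial cells in the DKO culture is a candidate explanation for Wt1 and Krt18, since the median of the 10 other genes was 6.05. The fibroblast genes Col1a1 and Col1a2 remained at 41.0 and 142.0 times the 75th percentile in DKO MEFs, while 12 of the 14 fibroblast genes were lower than in WT, with log2 ratios of -7.46 for Pdgfra, -7.54 for Postn, -4.17 for Thy1 and -3.72 for Pdgfrb. Whether the loss of both cyclins changed which cells grew, or the embryo and its dissection did, stays open with 1 DKO culture.

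The 18 p53 target genes of the fixed list were all higher in DKO MEFs than in their WT, with a median log2 ratio of 2.01 that lay above that of all random lists. The lowest median under another scaling or background correction was 1.93, which argues against array scaling. A candidate explanation is low p53 activity in the WT culture of the DKO comparison: Cdkn2a, which p53 activity represses, had a log2 ratio of -2.19 in DKO against its WT, and the same genes were lower on that WT array than on the other WT array (median -1.45). Against the WT array of the G2KO comparison, the list's median in DKO was 0.64, with 12 of 18 genes higher, so most of the difference depended on the WT array used. The genotype was not excluded and remains an untested biological explanation.

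Craniofacial mesenchyme genes outside those the study names were lower in DKO MEFs than in their WT, with a median log2 ratio of -2.09 over 10 genes, 8 of them lower. Cells from another level of the body axis, which would also cover the Hoxb genes, stay open as an explanation. The prediction written beforehand asked that all 4 Hox clusters shift and that craniofacial genes fall. The Hox genes outside the Hoxb cluster had a median of 1.58, with 8 of 18 at least 4-fold higher, and 15 of 19 Hox genes of paralogue groups 1 to 8 were at least 4-fold higher, but 1 of 7 of groups 9 to 13. The Hoxa and Hoxd clusters had medians of 2.70 and 2.43, above at least 99.2% of random lists, whereas the Hoxc cluster had a median of 0.52, which lay among the random lists, so the prediction was met in part. The median of the Hox genes outside the Hoxb cluster was lowest, 0.86, under normexp background correction. The median of the craniofacial list in DKO was -0.17 when set against the WT array of the G2KO comparison, so this difference depended on the WT array used, while the Hox genes outside the Hoxb cluster kept a median of 1.53. An effect of the genotype on these genes was not tested apart from the culture.

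Cdkn2a was higher on the array labelled G2KO than on the array labelled WT by a log2 ratio of 10.60, and the paper does not discuss it, though it lists its neighbour Cdkn2b. The other WT array had a Cdkn2a signal 23.3 times its 75th percentile, close to the 24.3 times on the array labelled G2KO, and the array labelled WT had 0.0157 times. Loss of the Cdkn2a locus in the culture labelled WT is a candidate explanation, as Cdkn2a and Cdkn2b both fell there. A deletion of both copies that takes in Mtap is argued against, since Mtap was well above background on that array at 0.569 times the 75th percentile. Silencing of Cdkn2a and Cdkn2b without a deletion was not tested, and neither was an effect of the genotype.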

How the results depend on the processing

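All alternatives of this part were fixed before the data were examined. A log2 ratio of a gene was taken as unmoved when it shifted by less than 1.005, the SD of log2 ratios between the arrays labelled WT, and a count or SD when it stayed within 1.5 times. With the labels of the G2KO comparison exchanged, that SD would be 0.535 and more ratios would count as moved. Quantile normalization, scaling to the median, no scaling and the deposited table moved no SD, no total count and no log2 ratio of the genes run beyond these limits, and reversed no such ratio. No scaling, and the deposited table alike, did move the split by direction just past 1.5 times, for probes lower on the array labelled G2KO and for probes higher in both knockouts. In the comparison labelled G2KO, the median log2 ratio of the probes well above background on all 4 arrays went from -0.15 to 0.343, and with it the share of higher among changed probes from 65.1% (1013 higher, 542 lower) to 81.0% (1514 higher, 354 lower).

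Normexp background correction lowered the counts of changed probes to 712 for the array labelled G2KO, 1191 for DKO and 1019 between the WT arrays, and those changed the same way in both knockouts to 33. It lowered log2 ratios that rest on a dim array: Aspn to 6.16 on the array labelled G2KO and to -7.00 in DKO, Xist to -4.90 and Wt1 to 7.51. Its offset raises dim signals; the offset was not varied to separate it from the correction itself. Restricted to probes well above background on all 4 arrays, the counts were 776, 1250 and 1196, and 58 the same way, since fewer probes were counted. With no filter and no bound, 170 probes changed the same way. A 2-fold threshold gave 4769, 5769 and 5954 probes, and 556 the same way; a 10-fold threshold gave 587, 953 and 720, and 16 the same way.

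The direction of results of the array labelled G2KO depended on the WT array. With the WT array of the other comparison, 581 probes changed, the SD fell to 0.535, 34 probes changed the same way as in DKO, and 19 of 25 Table S3 genes with a ratio changed in the paper's direction in place of 0 of 30, though only 6 of the 25 by 4-fold or more, with a median size of 0.78 on the log2 scale over all 25. Gene by gene, these alternatives were run on a subset of the named genes, so the genes given here are not all that reversed. Aspn (-0.96) reversed on the array labelled G2KO, and of 30 other genes run with a ratio 12 did: Ccng1 (0.25), Efemp1 (-0.47), Pdgfra (-1.58), Rspo2 (-2.53), Limch1 (-2.14), Aqp1 (-0.74), Crabp1 (-0.38), Alx1 (-0.68), Ctsz (-0.20), Cdkn2b (-0.63), Cdkn1a (0.17) and Uty (-0.12). In DKO, 5 of 35 genes run with a ratio reversed: Pdgfra (2.05), Fgf5 (3.48), Limch1 (2.54), Cdkn2a (8.34) and Cdkn1a (-0.71). Against the mean of both WT arrays, 639 probes changed on the array labelled G2KO with an SD of 0.509, 227 changed the same way in both knockouts, and the log2 ratio of Aspn was 3.97 on the array labelled G2KO and -4.90 in DKO, that of Xist -4.03, and that of Cdkn2a in DKO reversed to 3.07. The knockouts then share their comparator, which raises the overlap with no effect at all, and its size without an effect was not simulated. The cause of these shifts was not tested in this part.

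The count of DKO probes past limma's threshold was 0 except with no filter, where 180 of 39397 probes passed (128 higher, 52 lower); the count for the array labelled G2KO was 0 under every alternative run. Counts of genes in place of probes moved no count beyond 1.5 times. The median over a gene's probes was run only on log2 ratios of genes and on Table S3, and moved a few of these ratios. The slide as a block was not run, since 1 slide held all 4 arrays. No paired analysis was possible because each comparison has 1 array per genotype and the results come from no test. What the signal over background limits is the size of large changes: 642 of the 1555 changed probes for the array labelled G2KO and 871 of the 2246 for DKO have only a lower limit.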

Differences from the paper's values

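Values are signed fold changes, knockout over WT, with a minus sign where the knockout is lower, and the paper's value of Supplementary Table S3 is given first in each pair. Only for the settings named as such were the choices made after the values were seen.

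All 30 genes of the G2KO column that were found on the array had the opposite sign when the array labelled G2KO was set against the array labelled WT. Among the genes the paper lists as up-regulated, the paper's value and the present one were 708.8 and -171.6 for Xist, 258.6 and -567.3 for En2, 174.1 and -373.1 for Foxa2, 147.8 and -359.4 for Sox2, 96.6 and -62.8 for Gpm6b, 67.6 and -56.8 for Zfp536, 51.4 and -17.9 for Sox6, 38.6 and -21.1 for 4833427G06Rik, and 38.1 and -108.2 for Kcnab1. Among those it lists as down-regulated, they were -144.3 and 474.2 for Aspn, -96.9 and 191.5 for Limch1, -87.6 and 647.1 for Efemp1, -79.4 and 202.5 for Fgf5, -50.9 and 25.7 for Rspo2, -50.6 and 244.0 for Pdgfra, -46.4 and 109.2 for Clmp, -44.7 and 38.0 for Dnm3os, -41.8 and 34.2 for Col11a1, -40.6 and 21.5 for Cacna1g, and -39.7 and 16.2 for Lox. They were -38.9 and 65.4 for Igsf10, -37.8 and 81.3 for Sparcl1, -37.8 and 568.6 for Cdkn2b, -34.3 and 172.7 for Fgf7, -33.5 and 38.8 for Sfrp2, -32.5 and 253.7 for Esm1, -32.4 and 42.9 for Slc1a3, -31.7 and 42.8 for Chrdl1, -31.6 and 170.4 for Ptgs1, and -30.7 and 50.9 for Dkk2. With the direction of the comparison exchanged, a change that was chosen after the values were seen, all 30 signs are those of the paper. For 8 of 30, the sizes differ by no more than 1.5 times or the lower limit does not exceed the paper's value by more. This count of sizes alone was 18 of 30 under normexp background correction. It was between 6 and 10 of 30 under the other alternatives on all 30 genes, and 1 of 25 with the WT array of the other comparison. With the direction as labelled, 1 of 25 genes did not differ against the WT array of the other comparison. Among the alternatives fixed before the data were examined, it alone left a gene without a difference. Normexp background correction, quantile normalization, scaling to the median, no scaling and the deposited table left none. Neither did the mean of both WT arrays, the median over probes or no filter leave any.

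In the DKO column, 26 of 29 listed values did not differ. Those that did were the paper's -1386.9 against -22.3 for Srpx2, 671.3 against 229.8 for Acp5 and -652.8 against 1.4 for Crif1, and they differed under every alternative fixed before the data were examined. For Srpx2 and Acp5, the second probe of the gene, taken without a floor and chosen after the values were seen, gave -1412.7 and 659.4. Crif1 is an older name of Gadd45gip1 in the reference table, and the 2 probes of that gene gave 1.4 and -1.7 without a floor. With no filter and no bound, 26 of 29 values did not differ either, but 6 of 29 differed with normexp background correction, 12 of 29 against the mean of both WT arrays and 12 of 27 against the WT array of the other comparison.

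The correlation of log signals across probes was 0.968 between the array labelled G2KO and the array labelled WT, while the paper's is about 0.98 in Fig. S8a, read by eye. Normexp background correction gave 0.976, which does not differ; quantile normalization, no scaling, either other choice of WT array and the restriction to probes well above background on all 4 arrays did.

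The paper states that asporin was down-regulated in G2KO MEFs, and Aspn was at least 474-fold higher on the array labelled G2KO than on the array labelled WT. It states that Xist was up-regulated in G2KO MEFs, of female origin, and Xist was at least 172-fold lower on the array labelled G2KO, on which the Y-linked genes Ddx3y, Eif2s3y and Uty were well above background. It states that En2, Foxa2, Sox2 and Sox6 were upregulated in G2KO MEFs, and all 4 were lower on the array labelled G2KO. Against the WT array of the other comparison, Aspn was lower on the array labelled G2KO, with a log2 ratio of -0.96, and En2 was also lower, with -0.13.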

Other observations

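The tests on the comparison of DKO with G2KO counts against the mean of both WT arrays and on the SD over bright probes, of the mesothelial genes and of the Hox genes were written before the result was seen; those on exchanged labels, on the count over probes well above background on all arrays, on the same single WT array for both knockouts, on the paper's table, on neural progenitor cells and on sex in the comparison labelled G2KO were chosen after it. Predictions on Xist, on Sox2, En2 and Foxa2 and on Cdkn2b had been written beforehand for the paper's direction in G2KO MEFs; as these genes went the other way, those predictions could not be applied and were rewritten for the direction found.

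All 30 genes of the G2KO column of Table S3 found on the array changed opposite to the paper's direction. A mislabelled pair of arrays, with the label of the array labelled G2KO and that of the array labelled WT exchanged, is a candidate explanation: the SD of log2 ratios between the array labelled G2KO and the WT array of the DKO comparison was 0.535, against 1.005 between the WT arrays as labelled. The array labelled WT is also the only array with Xist and without Y-linked signal, and the paper gives its G2KO MEFs as female. The paper gives that origin as the reason for the Xist rise in its table. The sex is therefore not independent of the table's direction and cannot decide between exchanged labels and a reversed table. That the table itself gives the comparison the other way round cannot be told apart from a mislabelled pair by the targeted gene, because Ccng2 had a log2 ratio of -0.19 for the array labelled G2KO and its probe did not separate the knockouts from WT. The sizes in the table are not a constant multiple of the present ones, so its values may rest on other hybridisations of these RNAs, such as the dye-swapped experiments of the methods, which were not analysed here.

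Xist was lower on the array labelled G2KO than on the array labelled WT. MEFs from embryos of different sex are a candidate explanation, since every Y-linked gene that could be compared was higher on the array labelled G2KO, the smallest lower limit of a log2 ratio being 2.06 for Uty. No biological explanation other than sex was tested.

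More probes changed between DKO MEFs and their WT than between the array labelled G2KO and its WT. Dim probes or a difference in detection as the cause are argued against, since among probes well above background on all 4 arrays 1250 changed at least 4-fold in DKO and 776 on the array labelled G2KO, more than 1.5 times as many. The SD of log2 ratios over these probes, the value named in the prediction, was larger in DKO as well (1.017 against 0.859), but by less than 1.5 times. The WT array used as comparator stays open. Against the mean of both WT arrays 2120 probes changed in DKO and 639 on the array labelled G2KO, but that mean holds an array close to the one labelled G2KO. With the same single WT array for both knockouts, DKO had 2246 against 581 or 2772 against 1555 changed probes; if the labels of the G2KO comparison were exchanged, it would have 2246 against 1981 or 2461 against 1555, and the former differ by less than 1.5 times. The loss of both cyclins and differences between MEF cultures that arose by chance remain open, and the WT arrays differed at nearly as many probes as DKO from its WT.

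Sox2, En2 and Foxa2 were lower on the array labelled G2KO than on the array labelled WT. Neural progenitor cells in the culture labelled WT cannot be told apart from other explanations: without these genes, the list had a median log2 ratio of -0.80, below that of all but 0.7% of random lists, but 3 of its 8 genes with a ratio were higher. Nes, the most abundant of them at 28.0 times the 75th percentile on the array labelled WT, had a ratio of -3.83, while Msi1 and Sox1 had ratios of -0.45 and 0.10. With Sox2 and En2, the list's median was -1.44.

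The fixed lists gave the following medians for the array labelled G2KO against its WT. Fibroblast genes had a median log2 ratio of 2.64, with 13 of 14 higher, and craniofacial mesenchyme genes of 1.41, with 9 of 11 higher, both above all random lists. Proliferation genes had a median of -0.64 and were lower in 17 of 17, and p53 target genes had a median of -1.37 and were lower in 17 of 18; both lay below all random lists. Mesothelial (-0.07), endothelial (-0.27), macrophage (-0.11) and smooth muscle (-0.36) genes lay among the random lists. The 3 Y-linked genes had a median of 7.52 and the 4 genes of the Cdkn2a locus of 5.44, with Dmrta1 alone lower there. Against the WT array of the DKO comparison, the array labelled G2KO had a median of 1.53 for proliferation genes, with 16 of 17 higher, of -0.31 for fibroblast genes, with 12 of 14 lower, of -0.37 for craniofacial mesenchyme genes, with 7 of 10 lower, and of 0.12 for p53 target genes, with 9 of 16 higher. Proliferation and fibroblast genes thus changed direction with the WT array, and the craniofacial and p53 target genes lost their shift, with medians inside the range of most random lists.

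For DKO against its WT, fibroblast genes had a median of -1.20, with 12 of 14 lower, although Dcn rose by 4.05, and smooth muscle genes had a median of -1.09, both below all random lists. Neural progenitor (-0.08), endothelial (0.70), macrophage (0.12), Y-linked (-0.11), Cdkn2a locus (-0.65) and proliferation (0.05) genes lay among the random lists. The genes whose proteins the paper blotted had a median of 2.25 in DKO and -0.74 on the array labelled G2KO; without the 6 that the paper names or lists for the microarrays, the median in DKO was 0.56. With the WT array of the G2KO comparison in place of its own, DKO had medians of 1.43 for fibroblast genes, with 10 of 14 higher, of -2.02 for proliferation genes, with 17 of 17 lower, and of 0.28 for the blotted proteins, so these too depended on the WT array, while smooth muscle genes kept a negative median (-1.75). Among them, Cdkn1a had log2 ratios of 3.13 in DKO and -3.67 on the array labelled G2KO, Mdm2 of 2.41 and -1.35, and Trp53 of 0.61 and -0.06. Hoxa2, whose protein the paper found reduced in G2KO MEFs, was well above background only on the DKO array, with a log2 ratio of at least 4.35 against WT. All 8 Hoxb genes with a ratio were higher in DKO, with a median of 7.84.

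Between the WT arrays, the WT of the DKO comparison was lower in 17 of 17 proliferation genes (median -2.08), although all samples are given as growing logarithmically, and higher in fibroblast genes (3.64).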
